# Serine hydroxymethyl transferase 1 stimulates pro-oncogenic cytokine expression through sialic acid to promote ovarian cancer tumor growth and progression

**DOI:** 10.1038/onc.2017.37

**Published:** 2017-03-13

**Authors:** R Gupta, Q Yang, S K Dogra, N Wajapeyee

## Abstract

High-grade serous (HGS) ovarian cancer accounts for 90% of all ovarian cancer-related deaths. However, factors that drive HGS ovarian cancer tumor growth have not been fully elucidated. In particular, comprehensive analysis of the metabolic requirements of ovarian cancer tumor growth has not been performed. By analyzing The Cancer Genome Atlas mRNA expression data for HGS ovarian cancer patient samples, we observed that six enzymes of the folic acid metabolic pathway were overexpressed in HGS ovarian cancer samples compared with normal ovary samples. Systematic knockdown of all six genes using short hairpin RNAs (shRNAs) and follow-up functional studies demonstrated that serine hydroxymethyl transferase 1 (SHMT1) was necessary for ovarian cancer tumor growth and cell migration in culture and tumor formation in mice. *SHMT1* promoter analysis identified transcription factor Wilms tumor 1 (WT1) binding sites, and *WT1* knockdown resulted in reduced *SHMT1* transcription in ovarian cancer cells. Unbiased large-scale metabolomic analysis and transcriptome-wide mRNA expression profiling identified reduced levels of several metabolites of the amino sugar and nucleotide sugar metabolic pathways, including sialic acid *N*-acetylneuraminic acid (Neu5Ac), and downregulation of pro-oncogenic cytokines interleukin-6 and 8 (IL-6 and IL-8) as unexpected outcomes of SHMT1 loss. Overexpression of either IL-6 or IL-8 partially rescued SHMT1 loss-induced tumor growth inhibition and migration. Supplementation of culture medium with Neu5Ac stimulated expression of IL-6 and IL-8 and rescued the tumor growth and migratory phenotypes of ovarian cancer cells expressing *SHMT1* shRNAs. In agreement with the ovarian tumor-promoting role of Neu5Ac, treatment with Neu5Ac-targeting glycomimetic P-3Fax-Neu5Ac blocked ovarian cancer growth and migration. Collectively, these results demonstrate that SHMT1 controls the expression of pro-oncogenic inflammatory cytokines by regulating sialic acid Neu5Ac to promote ovarian cancer tumor growth and migration. Thus, targeting of SHMT1 and Neu5Ac represents a precision therapy opportunity for effective HGS ovarian cancer treatment.

## Introduction

According to the most recent estimates, ~22 280 new cases of ovarian cancer will be diagnosed and 14 240 women will die of this disease in the United States this year alone.^1^ Despite decades of research and with new treatment modalities, the 5-year survival rate of women with advanced (stage III and IV) ovarian cancer remains between 10 and 30%.^2^ Of these, high-grade serous (HGS) ovarian cancer accounts for 90% of all ovarian cancer-related deaths. Current therapies against advanced-stage ovarian cancer are largely ineffective, and thus effective and durable therapies are needed.

The Cancer Genome Atlas (TCGA) studies analyzed 489 HGS ovarian cancer samples for mRNA expression, microRNA expression, promoter DNA methylation and DNA copy number alterations. Additionally, 316 of these tumors were also analyzed by exome sequencing to identify mutations. Collectively, these studies identified recurrent mutations in 10 genes, focal copy number alterations in 113 genes and promoter methylation alterations of 168 genes, and captured transcriptional alterations in ovarian cancer samples compared with normal ovary samples.^3^ However, not many actionable alterations of therapeutic value for ovarian cancer patients have been identified thus far. This is, in part, due to the lack of functional studies to determine which of these alterations identified by the TCGA studies have decisive roles in promoting ovarian cancer tumor growth and progression.

Metabolic reprogramming of energetic and biosynthetic pathways is a hallmark of cancer cells.^4^ These metabolic changes allow cancer cells to proliferate even under conditions of limited nutrients and thus represent important vulnerabilities of therapeutic value. Although some studies have shown that metabolic alterations might have a role in ovarian cancer,^5, 6, 7^ the mechanisms underlying most metabolic deregulation in ovarian cancer remain to be identified. Previous studies, particularly in the context of metabolic syndrome, have shown that metabolic pathways can affect inflammation and inflammatory responses.^8, 9, 10^ However, the precise mechanisms by which these changes take place in cancer are not fully understood, and the role and implications of metabolic deregulation in the context of ovarian cancer have not been studied.

Here, by combining the TCGA ovarian cancer gene expression data set with the functional genomics approach of RNA interference, we demonstrated that the enzyme serine hydroxymethyl transferase 1 (SHMT1) is necessary for ovarian cancer tumor growth and progression. Surprisingly, we found that knockdown of *SHMT1* results in reduced levels of some metabolites, such as the sialic acid *N*-acetylneuraminic acid (Neu5Ac), in the amino sugar and nucleotide sugar metabolic pathway. We found that Neu5Ac stimulates the expression of the pro-oncogenic inflammatory cytokines interleukin-6 and -8 (IL-6 and IL-8), which was necessary for ovarian cancer tumor growth. Taken together, these findings identify SHMT1 as a new regulator of ovarian cancer tumor growth and progression that functions by increasing the expression of pro-oncogenic inflammatory cytokines through sialic acid Neu5Ac.

## Results

### SHMT1 is necessary for ovarian cancer tumor growth and cell migration

To identify metabolic alterations that are necessary for ovarian cancer tumor growth, we analyzed the TCGA gene expression data from 489 ovarian cancer samples and found that multiple genes encoding the enzymes for oxidative phosphorylation, histidine-glutamate-glutamine metabolism and folic acid metabolism were significantly upregulated in ovarian cancer samples compared with the normal ovary control (Supplementary Figure 1). The roles of oxidative phosphorylation and the histidine-glutamate-glutamine metabolic pathway have been previously documented in ovarian cancer.^11, 12^ Therefore, we focused our studies on the folic acid metabolism pathway.

In particular, we identified six genes encoding enzymes of folic acid metabolism that were significantly upregulated in ovarian cancer samples compared with normal ovary tissue (Supplementary Table 1 and Supplementary Figure 2). To determine whether any of these genes were necessary for ovarian cancer tumor growth, we knocked down each gene individually in the ovarian cancer cell line PEO4 using gene-specific short hairpin RNAs (shRNAs) (Supplementary Figure 3A). These cells were analyzed for the ability to grow in an anchorage-independent manner in a soft-agar assay (Figure 1a). The soft-agar assay is a surrogate assay to measure the tumorigenic potential of cancer cells and accurately mimics tumor growth *in vivo*.^13, 14^ Our results show that shRNA-induced knockdown of dihydrofolate reductase (*DHFR*), gamma-glutamyl hydrolase (*GGH*), phosphoribosylglycinamide formyltransferase (*GART/PUR2*), 5-aminoimidazole-4-carboxamide ribonucleotide formyltransferase/IMP cyclohydrolase (*ATIC/PUR9*) and serine hydroxymethyl transferase 2 (*SHMT2*) did not significantly affect the ability of PEO4 cells to form colonies in soft agar (Supplementary Figure 4). However, serine hydroxymethyl transferase 1 (*SHMT1*) knockdown was a potent inhibitor of PEO4 cell growth in soft agar (Figure 1b). Similarly, *SHMT1* knockdown inhibited the colony-forming ability of other ovarian cancer cell lines COV504 and COV413B in soft agar (Figure 1b and Supplementary Figure 3B).

To determine if loss of SHMT1 effects ovarian cancer tumor growth *in vivo*, we injected ovarian cancer cell lines expressing either shRNA targeting *SHMT1* or a nonspecific shRNA subcutaneously into the flanks of the athymic nude mice and measured tumor volume at specific time points after injection. In complete agreement with our soft-agar results, we found that loss of *SHMT1* inhibited ovarian tumor growth *in vivo* (Figure 1c).

To determine if SHMT1 regulates phenotypes associated with tumor progression, we performed a wound-healing assay and Matrigel-based invasion assay. We found that *SHMT1* knockdown did not inhibit invasion of ovarian cancer cells (Figure 2a), but did result in significant reduction in the ability of ovarian cancer cells to migrate, as demonstrated by impaired wound healing in cells expressing *SHMT1* shRNAs compared with cells expressing nonspecific shRNAs (Figure 2b). In contrast, knockdown of other genes in the folic acid metabolic pathway did not significantly affect the migratory ability of ovarian cancer cells (Supplementary Figure 5).

### Transcription factor WT1 is necessary for transcriptional upregulation of *SHMT1*

Based on our analysis of the TCGA data set, *SHMT1* mRNA was upregulated in ovarian cancer samples (Supplementary Figure 2). To determine the mechanism by which *SHMT1* transcription is upregulated in these cells, we analyzed the *SHMT1* promoter sequence using the transcription factor DNA-binding site-prediction programs PROMO and rVISTA 2.0.^15, 16^ These analyses identified a conserved DNA-binding site for the transcription factor Wilms tumor 1 (WT1) (Supplementary Figure 6). WT1 exerts cancer-promoting activities in different types of cancers, and WT1 upregulation has been shown to correlate with poor prognosis in ovarian cancer patients.^17, 18^ Based on our analysis and these observations, we tested the role of WT1 in transcriptional upregulation of *SHMT1*. To this end, we knocked down *WT1* using shRNAs in three ovarian cancer cell lines (PEO4, COV504 and COV413B) (Figure 3a). We found that *WT1* knockdown in ovarian cancer cell lines resulted in reduced *SHMT1* expression (Figure 3a).

To determine if WT1 is a direct regulator of *SHMT1* transcription, we performed a chromatin immunoprecipitation assay to investigate association of WT1 with the *SHMT1* gene promoter sequence. Our results show that WT1 was significantly enriched on the *SHMT1* promoter sequence compared with the *ACTB* or *GAPDH* promoter sequences (Figure 3b).

To assess whether loss of WT1 results in inhibition of ovarian cancer cell colony formation, we performed a soft-agar assay. We found that, similar to *SHMT1* knockdown, *WT1* knockdown also prevented the ability of ovarian cancer cells to form colonies in soft agar (Figure 3c). To further confirm that WT1-mediated *SHMT1* upregulation has a key role in the ability of WT1 to promote ovarian cancer tumor growth, we transfected cells expressing *WT1* shRNA with constructs carrying *SHMT1* cDNA and measured growth in the soft-agar assay. We found that expression of exogenous *SHMT1* in *WT1* shRNA-expressing ovarian cancer cells rescued the cells' ability to form colonies in soft agar (Figure 3d). Collectively, these results demonstrate that WT1 is necessary for transcriptional upregulation of *SHMT1*, which mediates cancer-promoting activity of WT1.

### An unbiased large-scale metabolomic analysis revealed alterations in the amino sugar and nucleotide sugar metabolic pathway in *SHMT1* knockdown ovarian cancer cells

Because SHMT1 is a metabolic enzyme, we performed a large-scale unbiased metabolomic analysis with the goal of understanding the mechanism of SHMT1 action. To do so, PEO4 cells expressing control nonspecific shRNA or shRNA targeting *SHMT1* were analyzed using capillary electrophoresis time-of-flight mass spectrometry in two modes, for cationic and anionic metabolites. We detected 175 different metabolites of different metabolic pathways.

We found that multiple metabolites of the amino sugar and nucleotide sugar metabolic pathway (Figures 4a and b) were significantly downregulated upon *SHMT1* knockdown. In particular, knockdown of *SHMT1* resulted in downregulation of several intermediates of nucleotide sugar biosynthetic pathways, including CMP-*N*-acetylneuraminic acid, *N*-acetylneuraminic acid, UDP-*N*-acetylglucosamine, UDP-glucose, UPD-galactose and UDP-glucuronic acid (Figure 4b). Nucleotide sugars are needed to activate metabolites for various anabolic processes and include UDP-glucose and other UDP-hexoses (for carbohydrates synthesis), CDP-choline (for lipid synthesis), GDP sugars (e.g., GDP mannose for glycosyltransferases), NAD(P)+, FAD/FMN (for mediating redox reactions) and ADP ribose for a wide range of regulatory functions.^19^ In mammals, the nucleotide sugar biosynthetic pathway requires UDP-*N*-acetylglucosamine to produce Neu5Ac, a predominant sialic acid.^20^ Sialic acid sugars are overexpressed by cancer cells and contribute to tumor progression by affecting various aspects of tumor biology.^20, 21^ Our metabolomic analysis showed that *SHMT1* knockdown results in decreased Neu5Ac level in ovarian cancer cells (Figure 4b) and that Neu5Ac may have an important role in the regulation of ovarian cancer tumor growth and progression.

### Transcriptome-wide mRNA expression profiling shows reduced IL-6 and IL-8 levels in *SHMT1* knockdown ovarian cancer cells

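The mRNA measurements came from PEO4 cells, an established line of high-grade serous ovarian cancer, carrying either a nonspecific (NS) shRNA or one of 2 SHMT1 shRNAs, which the sample labels call F11 and F12. SHMT1, which encodes the cytosolic serine hydroxymethyltransferase, had a normalized intensity of 543 ± 1.51 (SD, n = 2 arrays) in NS shRNA cells, 316 ± 36.2 (SD, n = 2) with SHMT1 shRNA F11 and 438 ± 5.04 (SD, n = 2) with SHMT1 shRNA F12 at its brightest probe. All 4 SHMT1 shRNA arrays lay below both NS arrays, at 58.3% of the NS intensity with F11 and 80.6% with F12. The log2 fold change was -0.78 (standard error 0.0812, adjusted p = 0.00535 from limma's moderated test) with F11 and -0.31 (standard error 0.0812, adjusted p = 0.213) with F12, so the decrease passed the threshold with F11 and did not with F12. Averaged over both shRNAs it was -0.55 (standard error 0.0703, adjusted p = 0.0262). The other 2 tested SHMT1 probes were dimmer, and their changes with F11 were -0.28 (adjusted p = 0.0713) and -0.04 (adjusted p = 0.889). SHMT2, the mitochondrial enzyme, had an averaged log2 fold change of 0.12 (standard error 0.0695, adjusted p = 0.642).
RNA from each of the 3 groups was hybridized to 2 arrays of the Illumina HumanHT-12 type, 6 arrays in all, whose probes report each transcript by their brightness in a single colour. The pairing of F11 and F12 with the shRNA numbers of the figures is not given in the sources used here. The authors processed the scans in GenomeStudio, log2-transformed them and quantile-normalized them in lumi. Their deposited intensities are on a linear scale, from 70.9 to 15895, with a median of 89.9 on every array. From there, the intensities were log2-transformed, probes were kept if they exceeded 91.6, the 95th percentile of the estimated background, on at least 2 arrays, and the 23004 remaining of 47321 probes were fitted in limma with 3 groups that shared 1 estimate of the spread. A gene was counted once if any of its probes passed a Benjamini-Hochberg adjusted p of 0.05. Replicate arrays correlated across probes with r = 0.996 (NS), 0.994 (F11) and 0.997 (F12), and probes are not independent replicates. Arrays of different groups correlated with r from 0.988 to 0.995, so the F11 replicates were no closer than some arrays of different groups. The 6 arrays limit the precision, and as the labels do not say whether the 2 samples of a group came from separate cultures, the p-values measure only the spread between these samples, which may be technical. The paper's statistics section states 3 biological replicates for its experiments in general. The groups here hold 2 arrays, so that statement does not settle the kind of replicate. Intensities include the background, so fold changes of dim genes are understated. The averaged SHMT1 decrease no longer passed without NS replicate 1 (adjusted p = 0.291), NS replicate 2 (adjusted p = 0.246), F12 replicate 1 (adjusted p = 0.180) or F12 replicate 2 (adjusted p = 0.173), or with the 4 SHMT1 shRNA arrays as 1 group (adjusted p = 0.740). With F11 alone it was lost without either NS array (adjusted p = 0.0543 and 0.0585).

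**Figure D1:**
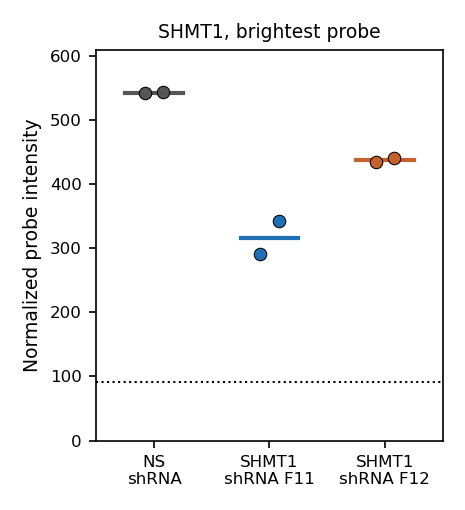
Normalized intensity of the brightest SHMT1 probe on each array of PEO4 cells with NS shRNA, SHMT1 shRNA F11 or SHMT1 shRNA F12. Points are arrays, bars are means of 2 arrays and the dotted line is the background threshold of 91.6, and the F11 arrays lie lowest.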

To determine the effect of *SHMT1* knockdown on expression of mRNAs of protein-coding genes in ovarian cancer cells, we performed global mRNA expression analysis in PEO4 ovarian cancer cells after *SHMT1* knockdown. 

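Averaged over both SHMT1 shRNAs, 58 genes were lower and 29 were higher than with NS shRNA. Among the genes that fell were TFAP2A, a transcription factor of the AP-2 family, the glucose transporter SLC2A3 (log2 fold change -0.93, standard error 0.0533, adjusted p = 0.00235 from limma), the calcium-binding protein S100P (-0.93, standard error 0.0575, adjusted p = 0.00235), RARRES1 (-0.95, standard error 0.0569, adjusted p = 0.00235), the kinase inhibitor CAMK2N1 (-0.90, standard error 0.0473, adjusted p = 0.00207) and the early response gene IER3 (-0.92, standard error 0.0838, adjusted p = 0.00777). The surface protein CD24 and the antimicrobial peptide DEFB1 fell by 0.78 and 0.81 on the log2 scale, and MAL, AFF3 and the phosphodiesterase PDE4B fell by 0.72, 0.88 and 0.85. GFRA2, a receptor for GDNF family ligands, rose most among the genes with all 4 SHMT1 shRNA arrays on the same side of both NS arrays, from 289 ± 4.38 (SD, n = 2) to 939 ± 38.3 (SD, n = 2) with F11 and 585 ± 13.4 (SD, n = 2) with F12, a log2 fold change of 1.36 (standard error 0.0511, adjusted p = 0.000383). The potassium channel subunit KCNF1 rose by 0.76, RASD1 by 0.62, ATOH8 by 0.59, TEAD2 by 0.57, the mitochondrial carrier UCP2 by 0.53 and the growth factor receptor FGFR3 by 0.50, and PALM, CA12, DCAKD, PYCR1 and GALNT9 rose by 0.46 to 0.51. TEAD2, PALM, CA12 and GALNT9 passed with F11 at 1.73-fold to 1.96-fold but not with F12 at 1.07-fold to 1.18-fold (adjusted p from 0.305 to 0.586), and differed between the shRNAs (adjusted p from 0.000807 to 0.00757). The differences of TEAD2, PALM and CA12 were lost without F12 replicate 2 (adjusted p = 0.0514, 0.0830 and 0.0724), and the F11 call of CA12 without NS replicate 2 (adjusted p = 0.0517). MAL fell with F11 at both its probes, and with F12 at the dimmer (-0.54, adjusted p = 0.0242, and 0.110 to 0.288 without either NS array or either F12 array) but not at the brighter (-0.36, adjusted p = 0.148, and 0.0383 without either F11 array), and the shRNAs differed at both (adjusted p = 0.00134 and 0.00411, the latter 0.0637 and 0.0538 without F12 replicate 1 or F12 replicate 2). PDE4B fell with both shRNAs at its dimmer probe (-0.47 with F11, adjusted p = 0.0147, and -0.52 with F12, adjusted p = 0.0238). No difference between the shRNAs was detected there (adjusted p = 0.759). At its brighter probe PDE4B fell with F12 (-1.18, adjusted p = 0.0138) and did not pass with F11 (-0.53, adjusted p = 0.0943). The shRNAs differed at that probe (-0.65, adjusted p = 0.0315). All these PDE4B calls were lost without either NS array or either F12 array. In the average, dimmer probes of CD24, MAL, RARRES1 and PDE4B also passed, and those of FGFR3, PALM, CA12, PYCR1 and GALNT9 did not, with FGFR3 at -0.03 (adjusted p = 0.915). The dimmer CA12 probe passed with F11 (0.44, adjusted p = 0.0132, and 0.0538 to 0.111 without either NS array or either F12 array) and between the shRNAs (-0.37, adjusted p = 0.0166, and 0.146 and 0.109 without F12 replicate 1 or F12 replicate 2).
SHMT1 shRNA F11 lowered 242 genes and raised 246, and F12 lowered 72 and raised 45. Called with each shRNA at the same probe were 29 lower genes, which include TFAP2A, CXCL8, CD24, S100P and SLC2A3, and 7 higher genes (GFRA2, RASD1, ATOH8, UCP2, FGFR3, FMOD and RBM20), the last 2 named after their values were seen. This was 47 probes, 40 lower and 7 higher, against 1.26 lower and 0.625 higher for independent lists. Part of the excess may come from the shared NS arrays. In 100 simulated sets of unchanged groups that shared the NS arrays the overlap was at most 1 probe. Such sets call few genes at all, at most 3 with F12, so they cannot gauge the overlap of changed groups. Over all probes, the covariance of the F11 and F12 log2 fold changes was no higher than in simulated sets (0.00297 against 0.00317). Between F12 and F11 themselves, 493 genes were higher and 559 lower with F12, among them 48 of the 87 genes called in the average. KCNF1 was one of these, at 2.55-fold with F11 (adjusted p = 0.000348) and 1.13-fold with F12 (adjusted p = 0.343), and the difference had an adjusted p of 0.000325. The averaged counts rest on few arrays, since without NS replicate 1, NS replicate 2, F12 replicate 1 or F12 replicate 2 they fell to 8, 1, 10 and 8 genes, while without F11 replicate 1 or F11 replicate 2 they were 209 and 120. With F11 the counts were 91 and 81 genes without NS replicate 1 or NS replicate 2, 581 and 466 without F11 replicate 1 or F11 replicate 2, and 173 without either F12 array. With F12 they were 12 and 0 without NS replicate 1 or NS replicate 2, 241 without either F11 array, and 0 and 1 without F12 replicate 1 or F12 replicate 2, where limma at an unadjusted p under 0.05 gave 950 higher and 807 lower genes without NS replicate 2 and 527 and 513 without F12 replicate 1. GFRA2 alone of the 24 genes of largest change passed in each of the 6 averaged fits. TFAP2A, RARRES1, CAMK2N1, SLC2A3 and S100P were lost without NS replicate 2 only (adjusted p from 0.0521 to 0.0675), KCNF1 without NS replicate 1 (adjusted p = 0.0809) or NS replicate 2 (adjusted p = 0.0682), CD24 without NS replicate 2 (adjusted p = 0.0682) or F12 replicate 2 (adjusted p = 0.0545), and the other genes of these 24 without either NS array or either F12 array (adjusted p from 0.0628 to 0.405). With the 4 SHMT1 shRNA arrays as 1 group 7 genes passed, all lower (482 higher and 505 lower in limma at an unadjusted p under 0.05), and of these 24 S100P, RARRES1, CAMK2N1, IER3 and DEFB1 were among them, while GFRA2 had an adjusted p of 0.260. With only the 2 compared groups fitted, F12 called 101 higher and 140 lower genes, more than the 90 and 83 with F11. The larger count with F11 in the main fit thus depends on the shared spread. At an unadjusted p under 0.05 about that share of unchanged probes passes too. The unadjusted counts, of 12863 tested genes, therefore do not count changed genes. After a background correction by normexp the log2 fold changes of S100P, RASD1 and GALNT9 were -1.66, 0.98 and 0.75.

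**Figure D2:**
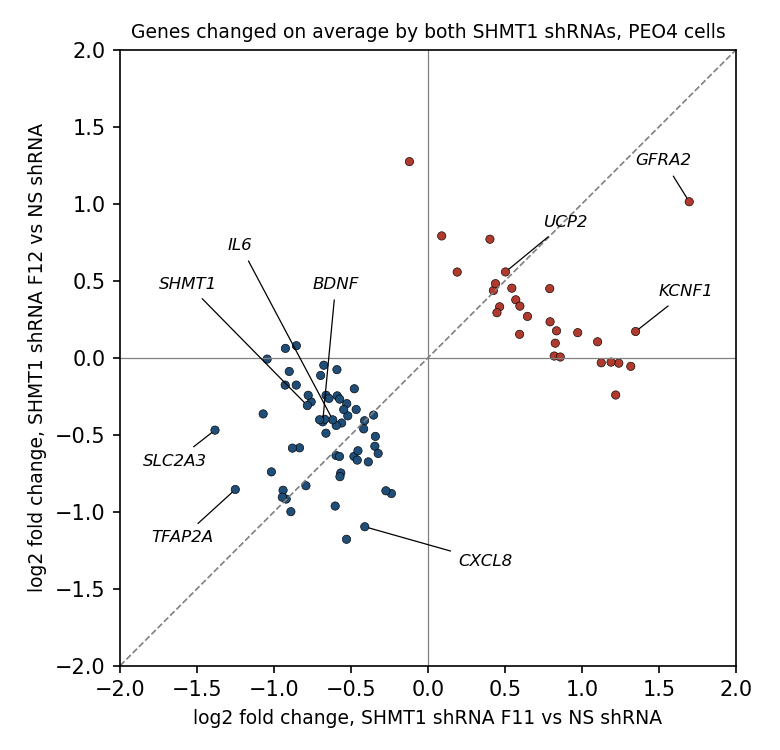
Log2 fold changes against NS shRNA with SHMT1 shRNA F11 (horizontal axis) and F12 (vertical axis) of the 87 genes past the threshold in the averaged comparison, each at the brightest of its passing probes, with higher genes in red, lower genes in blue and the dashed line marking equal changes. GFRA2 lies far from 0 on both axes, and KCNF1 lies near 0 on the F12 axis.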

*SHMT1* knockdown resulted in downregulation of 46 genes and upregulation of 9 genes (Supplementary Table 2). 

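IL6 and CXCL8, which encode the inflammatory cytokines IL-6 and IL-8, were both lower with SHMT1 shRNA than with NS shRNA when the 2 shRNAs were averaged. The log2 fold change of IL6 was -0.51 (standard error 0.0551, adjusted p = 0.0131 from limma's moderated test), a 1.43-fold decrease of the intensity, and that of CXCL8 was -0.75 (standard error 0.0673, adjusted p = 0.00751), a 1.69-fold decrease. All 4 SHMT1 shRNA arrays lay below both NS arrays for each gene. Of 28 measured genes of inflammatory cytokines and NF-kB targets, a list fixed before the data were examined, these were the only 2 that fell, none rose and 26 did not pass (4 fell and 3 rose when adjusted over the list alone). The paper picked both genes on these samples, so the list is not independent evidence. With F11 alone CCL20, PTGS2 and TNFAIP3 rose and IL6 and CXCL8 fell (6 rose and 4 fell over the list alone; camera adjusted p = 0.781), and with F12 CXCL8 and SOD2 fell and none rose (1 rose and 8 fell over the list alone), the list being lower in camera (adjusted p = 0.000133, and adjusted p = 0.612 with an estimated correlation). CCL20, PTGS2 and SOD2 are named after their values were seen. CCL5, another chemokine, had a log2 fold change of -0.41 (adjusted p = 0.170) and TNFAIP3, an inhibitor of NF-kB, one of 0.32 (adjusted p = 0.107). The list as a whole did not pass in limma's camera test (adjusted p = 0.138, and adjusted p = 0.751 with an estimated correlation). At the preset correlation it was lower without F11 replicate 2, a fit that leaves 1 F11 array. Of 18 measured genes of IL-6 and STAT3 signalling none passed in limma in the averaged comparison, nor when adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.728). Among its members, the receptor subunit IL6ST had a log2 fold change of -0.27 (adjusted p = 0.420) and JUNB one of 0.27 (adjusted p = 0.175). With F11 alone JUNB and FOS rose, by 0.46 (adjusted p = 0.0236) and 0.67 (adjusted p = 0.00685), and with F12 FOS fell by 0.66 (adjusted p = 0.0144), FOS being named after its values were seen (3 rose with F11, and 1 rose and 2 fell with F12, over the list alone). The FOS call with F11 was lost without NS replicate 1 (adjusted p = 0.0638), its F12 call without either NS array or either F12 array (adjusted p from 0.110 to 0.221), and the JUNB call without any array except F11 replicate 1 (adjusted p from 0.0540 to 0.153). Between F12 and F11, 2 of the 18 were higher and 4 lower (3 and 4 over the list alone).
The IL6 call was lost without NS replicate 1 (adjusted p = 0.190), NS replicate 2 (adjusted p = 0.159), F12 replicate 1 (adjusted p = 0.116) or F12 replicate 2 (adjusted p = 0.104), and the CXCL8 call without the same arrays (adjusted p = 0.117, 0.150, 0.0764 and 0.0696). With the 4 SHMT1 shRNA arrays as 1 group neither passed (adjusted p = 0.274 for IL6 and 0.740 for CXCL8). After a background correction by normexp the averaged IL6 log2 fold change was -0.82.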

Ingenuity biological pathway analysis identified IL-6 and IL-8 (also known as CXCL8) as belonging to the biological pathways most significantly altered by *SHMT1* knockdown (Supplementary Table 3). IL-6 and IL-8 are inflammatory cytokines that exert tumor-promoting activity.^22, 23, 24^ We confirmed the results of our gene expression array analysis and noted that, similar to those results, SHMT1 loss resulted in significant downregulation of *IL-6* and *IL-8* mRNA in PEO4 cells (Figure 5a).

To determine if *SHMT1* loss-mediated downregulation of IL-6 and IL-8 also occurs in other ovarian cancer cell lines, we measured *IL-6* and *IL-8* mRNA levels in other ovarian cancer cell lines COV504 and COV413B expressing *SHMT1* shRNA and observed similar results (Figures 5b and c). Finally, to determine the role of IL-6 and IL-8 in mediating the tumor-promoting effect of *SHMT1*, we performed rescue experiments. To this end, we asked if ectopic expression of IL-6 or IL-8 restores tumor growth in ovarian cancer cells expressing *SHMT1* shRNA. Our results showed that expression of either IL-6 or IL-8 partially rescued growth inhibition caused by *SHMT1* knockdown in cell culture (Figure 5d) and in mice (Figure 5e). Collectively, these findings demonstrate that loss of SHMT1 results in decreased expression of the pro-oncogenic inflammatory cytokines IL-6 and IL-8, which in turn results in inhibition of ovarian cancer tumor growth.

### Sialic acid Neu5Ac stimulates IL-6 and IL-8 expression and promotes ovarian cancer tumor growth and cell migration

Our results showed that ectopic expression of IL-6 or IL-8 was, in part, able to rescue the phenotypes resulting from the loss of SHMT1. Additionally, our metabolomic analysis showed that SHMT1 loss results in reduced expression of metabolites of the nucleotide sugar and amino sugar metabolic pathway, including sialic acid Neu5Ac. Previous studies indicated an important role of sialic acid in cancer initiation and progression.^20, 21^ Interestingly, several oncogenes and other cancer-related genes are subject to sialylation, which modulates their biological functions and activities.^21^

Furthermore, a recent study demonstrated correlation of multiple different oncogene-mediated transformation events with changes in the amino sugar and nucleotide sugar metabolic pathway.^25^ This study not only identified changes in amino sugar and nucleotide sugar metabolism but also showed that the gene signature of cytidine monophosphate *N*-acetylneuraminic acid synthetase knockdown overlapped significantly with that of our *SHMT1* knockdown gene expression array (Supplementary Table 4).^25^ *N*-acetylneuraminic acid synthetase encodes *N*-acetylneuraminate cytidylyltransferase that catalyzes the conversion of Neu5Ac to CMP-Neu5Ac (also known as CMP-sialic acid), which in turn participates in protein sialylation. Similar to our results with ovarian cancer cells expressing *SHMT1* shRNA, loss of *N*-acetylneuraminic acid synthetase resulted in reduced levels of IL-6 and IL-8 (Supplementary Table 4).

Based on this evidence, we investigated whether Neu5Ac supplementation could rescue loss-of-*SHMT1*-mediated tumor cell growth inhibition and reduced migration phenotypes. To this end, we measured levels of *IL-6* and *IL-8* mRNA and protein after Neu5Ac supplementation of PEO4 cells expressing *SHMT1* shRNAs. Addition of Neu5Ac resulted in increased levels of *IL-6* and *IL-8* mRNA (Figure 6a) and protein (Figure 6b) in ovarian cancer cells expressing *SHMT1* shRNA.

We next performed rescue experiments and tested whether addition of Neu5Ac could rescue the ability of PEO4 cells expressing *SHMT1* shRNA to grow in soft agar and enhance their migratory ability. Supplementation with Neu5Ac rescued the ability of PEO4 cells expressing *SHMT1* shRNA to form colonies in a soft-agar assay (Figure 6c). In addition, we were able to rescue the migration phenotype of PEO4 cells expressing *SHMT1* shRNA (Figure 6d).

A previous study showed that Neu5Ac can be targeted using a glycomimetic P-3Fax-Neu5Ac to inhibit metastatic spread of melanoma.^26^ Because our results showed that Neu5Ac was necessary to facilitate ovarian cancer growth, we investigated the ability of the previously described Neu5Ac-blocking glycomimetic P-3Fax-Neu5Ac to block IL-6 and IL-8 expression and inhibit ovarian cancer tumor cell growth. Treatment with P-3Fax-Neu5Ac significantly inhibited *IL-6* and *IL-8* mRNA expression (Figure 6e) and the ability of ovarian cancer cells to grow in an anchorage-independent manner in a soft-agar assay (Figure 6f). Collectively, these results demonstrate that Neu5Ac induces the inflammatory cytokines IL-6 and IL-8, which in turn promote ovarian cancer tumor growth. These studies also identified SHMT1-mediated regulation of Neu5Ac as a genetic vulnerability of ovarian cancer cells that can be targeted by approaches aimed at inhibition of Neu5Ac and by potentially inhibiting SHMT1 using specific inhibitors.

## Discussion

Our results allow us to draw several important conclusions that are summarized in Figure 7 and described below. First, SHMT1 is necessary for ovarian cancer tumor growth and progression, and SHMT1 expression is regulated by transcription factor WT1. Second, in addition to the expected alterations in the metabolites of the folic acid metabolic pathway, *SHMT1* knockdown in ovarian cancer cells unexpectedly resulted in downregulation of several metabolites of the amino sugar and nucleotide sugar metabolic pathway, including Neu5Ac. Third, SHMT1 promotes ovarian cancer tumor growth and progression, in part, by facilitating expression of pro-oncogenic inflammatory cytokines IL-6 and IL-8, and, at least in part, by regulating cellular levels of Neu5Ac. These findings identify SHMT1 and Neu5Ac as important precision therapy targets for treatment of ovarian cancer.

Although we found that six genes of the folic acid metabolic pathway were overexpressed in the ovarian cancer samples compared with normal ovary, no other gene knockdown was as effective in inhibiting the growth of ovarian cancer cells as was the knockdown of *SHMT1*. This finding underpins the importance of functional validation experiments such as ours to distinguish passenger transcriptional changes from driver transcriptional changes in cancer cells. Overall, our experimental approach also provides a general framework for performing similar experiments to identify important metabolic drivers of tumor growth.

### SHMT1 as a new regulator of ovarian cancer tumor growth and cell migration

Metabolic enzymes and pathways have emerged as important enablers of cellular acquisition of the hallmarks of cancer.^4^ Two previous studies have shown that SHMT1 is necessary for lung tumor growth.^27, 28^ Additionally, polymorphisms in the *SHMT1* gene have been shown to be associated with a wide variety of cancers, including childhood acute lymphoblastic leukemia, non-Hodgkins lymphoma, head and neck cancers, and colon cancer.^29, 30, 31, 32^ In this study, we identified SHMT1 as a new regulator of ovarian cancer tumor growth and progression.

### SHMT1 connects metabolic alterations with regulation of pro-oncogenic inflammatory cytokines

*SHMT1* encodes the cytoplasmic form of SHMT, a pyridoxal phosphate-containing enzyme that catalyzes the reversible conversion of serine and tetrahydrofolate to glycine and 5, 10 methylene tetrahydrofolate.^33^ This in turn provides one-carbon units for the production of methionine, thymidylate and purines in the cytoplasm. Our metabolomic analysis identified multiple alterations in metabolic pathways, including in amino sugar and nucleotide sugar metabolism intermediates, after *SHMT1* knockdown. In particular, we found that *SHMT1* knockdown resulted in reduced levels of Neu5Ac. Additionally, transcriptome-wide mRNA expression analysis of ovarian cancer cells lacking SHMT1 revealed reduced *IL-6* and *IL-8* mRNA levels. 

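Each SHMT1 shRNA was also compared with NS shRNA on its own. With F11, IL6 intensity was 128 ± 7.71 (SD, n = 2 arrays) against 196 ± 5.39 (SD, n = 2) in NS shRNA cells, and with F12 it was 148 ± 0.502 (SD, n = 2). The log2 fold change was -0.62 (standard error 0.0637, adjusted p = 0.00525 from limma) with F11 and -0.40 (standard error 0.0637, adjusted p = 0.0507) with F12, so IL6 fell with F11 and missed the threshold with F12. The 2 shRNAs did not differ detectably from each other in IL6 (log2 difference 0.22, adjusted p = 0.108). CXCL8 intensity was 1422 ± 15.7 (SD, n = 2) with NS shRNA, 1072 ± 107 (SD, n = 2) with F11 and 665 ± 23.3 (SD, n = 2) with F12. It fell with both, by 0.41 on the log2 scale with F11 (standard error 0.0777, adjusted p = 0.0435) and by 1.10 with F12 (standard error 0.0777, adjusted p = 0.00381), and was lower with F12 than with F11 (log2 difference -0.69, adjusted p = 0.00378). At the second, dimmer CXCL8 probe the log2 fold change was -0.53 with F11 (adjusted p = 0.0715) and -1.13 with F12 (adjusted p = 0.0122).
The F11 decrease of CXCL8 no longer passed without NS replicate 1, NS replicate 2, F11 replicate 2, F12 replicate 1 or F12 replicate 2 (adjusted p from 0.0847 to 0.221), with only the 2 groups compared (adjusted p = 0.116) or after normexp (adjusted p = 0.111), nor did the F12 decrease without either NS array or either F12 array (adjusted p from 0.0553 to 0.121), or the difference between the shRNAs without F12 replicate 1 (adjusted p = 0.0614). The F11 decrease of IL6 was -1.01 after normexp and was lost without NS replicate 1. The F12 decrease of IL6 passed in limma with no filter on dim probes (adjusted p = 0.0335) and with an intensity trend (adjusted p = 0.0232). It also passed with only the 2 groups compared (adjusted p = 0.0230). Leaving out either F11 array gives that same test, as a lone array adds nothing to the spread. The paper came to IL-6 and IL-8 through a pathway analysis of the changed genes (Supplementary Table 3), which placed them in the pathways most altered. It then measured their mRNA by RT-qPCR (Figure 5a). It also measured both mRNAs in other ovarian cancer lines, blotted both proteins, and reports partial rescue of growth by either cytokine (Figure 5).

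**Figure D3:**
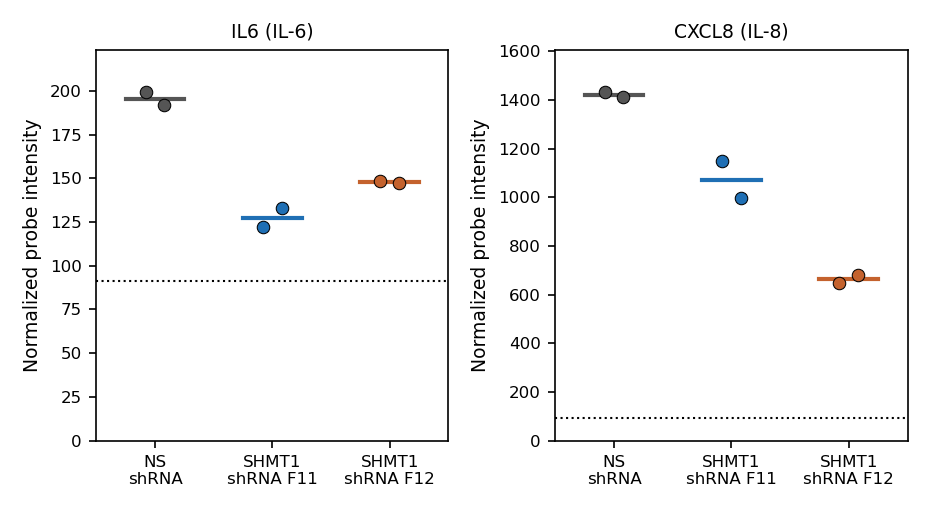
Normalized intensity of the IL6 probe and of the brightest CXCL8 probe on each array of PEO4 cells with NS shRNA, SHMT1 shRNA F11 or SHMT1 shRNA F12. Points are arrays, bars are means of 2 arrays and the dotted line is the background threshold of 91.6, and for both genes the NS arrays lie highest.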

We found that Neu5Ac supplementation of culture medium stimulated IL-6 and IL-8 production and rescued the ability of ovarian cancer cells expressing *SHMT1* shRNA to grow in an anchorage-independent manner and increased their migratory ability. Collectively, these results demonstrate that reduced levels of Neu5Ac after SHMT1 downregulation attenuate production of pro-oncogenic inflammatory cytokines, which consequently blocks ovarian cancer tumor growth and progression.

It is possible that SHMT1 might regulate other cellular factors beyond what we described here that may contribute to its ability to promote ovarian cancer tumor growth and migration. In this direction, we noticed some interesting candidates in our gene expression profiling data of ovarian cancer cells expressing *SHMT1* shRNAs. In particular brain-derived neurotrophic factor (BDNF) and transcription factor activator protein-2α might be of interest for additional studies as potential mediators of ovarian cancer-promoting function of SHMT1. 

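BDNF, which encodes brain-derived neurotrophic factor, and TFAP2A, which encodes transcription factor AP-2α, were both lower with SHMT1 shRNA than with NS shRNA on the PEO4 arrays. BDNF intensity was 270 ± 19.6 (SD, n = 2 arrays) with NS shRNA, 168 ± 8.59 (SD, n = 2) with F11 and 202 ± 2.39 (SD, n = 2) with F12. Its log2 fold change was -0.55 averaged over both shRNAs (standard error 0.0617, adjusted p = 0.0151 from limma's moderated test), -0.68 with F11 (adjusted p = 0.00547) and -0.42 with F12 (adjusted p = 0.0678). TFAP2A intensity was 878 ± 37.2 (SD, n = 2) with NS shRNA, 369 ± 26.6 (SD, n = 2) with F11 and 485 ± 31.8 (SD, n = 2) with F12. Its log2 fold change was -1.05 averaged (standard error 0.0672, adjusted p = 0.00235), -1.25 with F11 (adjusted p = 0.000962) and -0.86 with F12 (adjusted p = 0.00847), and all 4 SHMT1 shRNA arrays lay below both NS arrays for both genes. At the second TFAP2A probe above background on every array the averaged log2 fold change was -0.97 (standard error 0.0726, adjusted p = 0.00441). The other 2 tested TFAP2A probes lay near the background and had -0.10 (adjusted p = 0.572) and -0.07 (adjusted p = 0.740), and the other tested BDNF probe lay near it too. Of 4 measured genes of neurotrophin signalling and AP-2 factors, 2 fell (BDNF and TFAP2A) and TFAP2C rose (2 fell and 1 rose when adjusted over the list alone). TFAP2C rose by 0.37 at the dimmer of its 2 probes (adjusted p = 0.0411), and the other had 0.22 (adjusted p = 0.311). At the dimmer probe it rose with F12 (0.56, adjusted p = 0.0144) and not with F11 (0.19, adjusted p = 0.197; difference 0.37, adjusted p = 0.0186), the F12 call being lost without either NS array or either F12 array (adjusted p from 0.140 to 0.217) and the difference without F11 replicate 1 or either F12 array (adjusted p from 0.0537 to 0.156). The list holds both genes that the paper picked on these samples, so it is not independent evidence. It was lower in camera (adjusted p = 0.00429, and adjusted p = 0.275 with an estimated correlation), and did not pass with no filter on dim probes (adjusted p = 0.109). NTRK2, the BDNF receptor tropomyosin receptor kinase B, was not tested, as none of its 3 probes exceeded the background threshold on 2 arrays; 1 probe did on NS replicate 1, at 94.1.
The averaged BDNF call was lost without either NS array or either F12 array, and its F11 call without NS replicate 2. With 1 array left out, the averaged BDNF log2 fold change stayed between -0.62 and -0.48. The F12 decrease of BDNF passed in limma with only the 2 groups compared (adjusted p = 0.0343) and with an intensity trend (adjusted p = 0.0486). Leaving out either F11 array gives the same test as comparing only the 2 groups. The averaged TFAP2A call was lost without NS replicate 2 (adjusted p = 0.0675), and its F12 call without either NS array or either F12 array (adjusted p from 0.0903 to 0.150). With the 4 SHMT1 shRNA arrays as 1 group neither averaged call held (adjusted p = 0.370 for BDNF and 0.122 for TFAP2A).

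**Figure D4:**
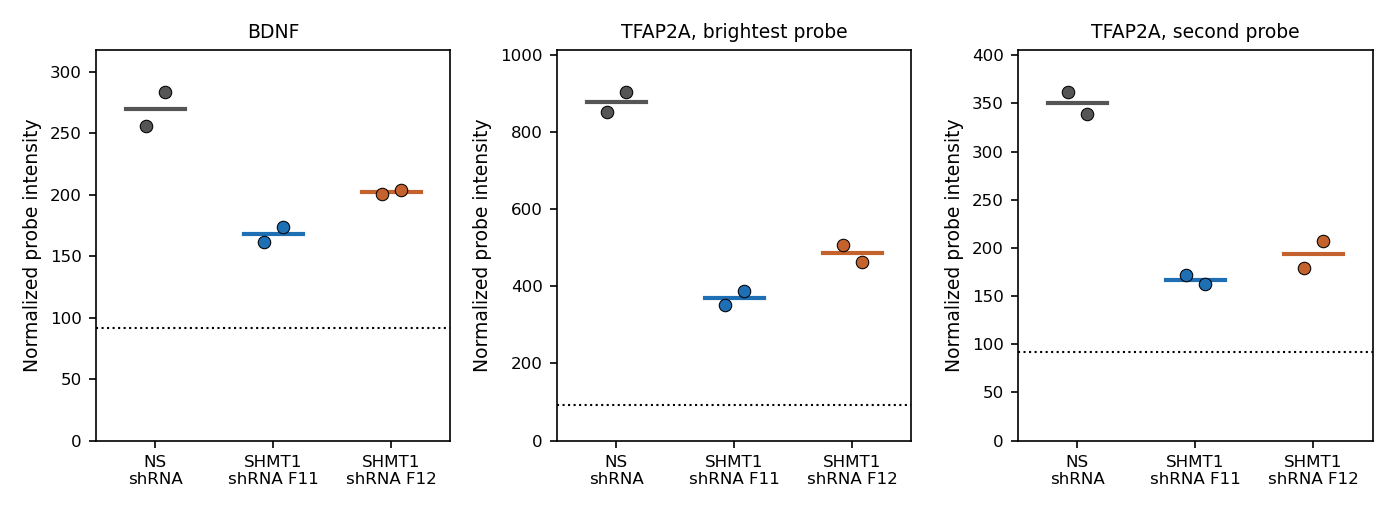
Normalized intensity of the brightest BDNF probe and of the 2 brightest TFAP2A probes on each array of PEO4 cells with NS shRNA, SHMT1 shRNA F11 or SHMT1 shRNA F12. Points are arrays, bars are means of 2 arrays and the dotted line is the background threshold of 91.6, and in each panel the NS arrays lie highest.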

We find that knockdown of *SHMT1* results in reduced *BDNF* expression and increase in *transcription factor activator protein-2α* expression in ovarian cancer cells. BDNF has been show to promote the growth of many different types of cancers.^34, 35, 36^ In particular, BDNF has been shown to prolong Tropomyosin receptor kinase B activation, and thereby promotes non-small-cell lung cancer growth.^34^ Contrary to BDNF, transcription factor activator protein-2α has been shown to exert tumor-suppressive effects in cancer cells.^37, 38, 39^ Therefore, it is possible that of the ability of SHMT1 to promote ovarian cancer tumor growth and migration might stem from its ability to stimulate BDNF expression and repress transcription factor activator protein-2α expression. Future studies in this direction will likely provide a more definitive answer.

## Materials and methods

### Cell culture, shRNAs, transfection, and retrovirus and lentivirus preparation

European Collection of Authenticated Cell Culture HGS ovarian cancer cell lines PEO4, COV504 and COV413B were obtained from Sigma-Aldrich (St Louis, MO, USA) and cultured according to European Collection of Authenticated Cell Culture recommendations. All the cell lines were mycoplasma free and were authenticated by STR profiling. *SHMT1*, *IL-6* and *IL-8* cDNAs were purchased from Origene (Rockville, MD, USA).

Lentiviral shRNA plasmids were obtained from Open Biosystems. shRNA ID information is provided in Supplementary Table 5. For retrovirus or lentivirus production, constructs and viral packaging plasmids were co-transfected into 293T cells using Effectene (Qiagen, Hilden, Germany) following the supplier’s recommendations. Viral supernatants were collected 48 h after transfection, and purified virus particles were used to infect ovarian cancer cell lines. Cells were selected on puromycin to enrich for cells expressing shRNAs.

### Analysis of TCGA HGS ovarian cancer mRNA expression data

To identify metabolic genes that are significantly upregulated in HGS ovarian cancer samples compared with normal ovary, we analyzed the TCGA ovarian cancer data set using Oncomine (Thermo Fisher Scientific, Waltham, MA, USA). We identified the top 10% of a total of 1262 significantly overexpressed genes in the data set and compared them with genes implicated in regulation of cellular metabolism using a comprehensive list of 2752 genes encoding human metabolic enzymes and transporters.^40^ In total, we identified 157 genes regulating metabolic pathways that were in the top 10% of significantly overexpressed genes. Ingenuity biological pathway analysis revealed that several of these genes were significantly associated with three major metabolic pathways, that is, oxidative phosphorylation, histidine-glutamate-glutamine metabolic pathway and the folic acid metabolism pathway.

### Microarray experiments and data analysis

For microarray experiments using PEO4 cells, total RNA was isolated from PEO4 cells expressing either a control nonspecific shRNA or one of two *SHMT1* shRNA sequences and used to generate labeled antisense RNA. All antisense RNAs were made using the Ambion MessageAmp Kit (Thermo Fisher Scientific) and hybridized to the Illumina HumanHT-12 V4.0 (Illumina, San Diego, CA, USA) expression BeadChip using Illumina’s protocol.

The microarray data were processed using GenomeStudio (Illumina), log 2-transformed and quantile-normalized using the lumi package of Bioconductor. All samples passed quality-control assessment, which included checking various control plots as suggested by Illumina, as well as other standard microarray-related analyses. Differential expression analyses were performed using the limma package, and a moderated *t*-test with a Benjamini–Hochberg multiple testing correction procedure was used to determine statistical significance (adjusted *P*-value <0.05). Pathway analysis of differentially expressed genes for each comparison was performed using MetaCore (version 6.8 build 29806; GeneGo, New York, NY, USA). Microarray data were submitted to Gene Expression Omnibus (accession number: GSE76440).

### Metabolomic analysis

PEO4 cells expressing *SHMT1* or control nonspecific shRNA were analyzed for metabolic pathway alterations using the capillary electrophoresis time-of-flight mass spectrometry-based basic scan profiling method of Human Metabolome Technologies (Boston, MA, USA). Cells (1 × 10^6^) for each condition in duplicate were analyzed by this method, and samples were prepared as per the recommendations of Human Metabolome Technologies (Cambridge, MA, USA). For data analysis, peaks detected in capillary electrophoresis time-of-flight mass spectrometry analysis were extracted using automated integration software (MasterHands version 2.16.0.15 developed at Keio University, Tokyo, Japan) to obtain mass/charge ratio (*m*/*z*), migration time and peak area. Peak area was then converted to relative peak area using the following equation: relative peak area=metabolite peak area/internal standard peak area × number of cells. The peak detection limit was determined based on signal-to-noise ratio=3. Putative metabolites were then assigned from the Human Metabolomic Technologies standard library and known–unknown peak library on the basis of *m*/*z* and migration time. All metabolite concentrations were calculated by normalizing the peak area of each metabolite with respect to the area of the internal standard and by using standard curves, which were obtained by single-point (100 μM) calibrations. The profile of peaks of putative metabolites was represented on metabolic pathway maps using Visualization and Analysis of Networks containing Experimental Data (VANTED) software (http://vanted.ipk-gatersleben.de/).

### RNA preparation, cDNA synthesis and RT–qPCR analysis

For mRNA expression analyses, total RNA was extracted with TRIzol (Invitrogen, Carlsbad, CA, USA) and purified using RNeasy mini columns (Qiagen). cDNA was generated using the M-MuLV First-Strand cDNA Synthesis Kit (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. Quantitative reverse transcription–PCR (RT–qPCR) was performed using the Power SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. Actin was used as an internal control. Primer sequences are provided in Supplementary Table 5.

### Chromatin immunoprecipitation

The *SHMT1* promoter sequence was downloaded from the UCSC genome browser and analyzed using rVisa 2.0 (REF). Chromatin immunoprecipitation experiments were performed as described previously.^41^ Normalized Ct (ΔCt) values were calculated by subtracting the Ct obtained with input DNA from that obtained with immunoprecipitated DNA (ΔCt=Ct(IP)−Ct(input)). Relative fold enrichment of a factor at the target site was then calculated using the formula 2^−(ΔCt(T)^^−ΔCt(Actb))^, where ΔCt(T) and ΔCt(Actb) are ΔCt values obtained using target and β-*ACTIN* (negative control) primers, respectively.

### Antibodies and immunoblot analysis

Immunoblot analysis was performed as described previously.^42^ Blots were developed using the Thermo Scientific SuperSignal West Pico Chemiluminescent Substrate or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific, Waltham, MA, USA), as appropriate. The details of antibodies are provided in Supplementary Table 5.

### Soft-agar and mouse tumorigenesis assays

For the soft-agar assay, individual cell lines were seeded in triplicate at three different dilutions, ranging from 5 × 10^3^ to 2 × 10^4^ cells in 6-well plates. Cells were seeded into a layer of 0.4% soft agar. After 4–5 weeks of culture, images of colonies that had formed were captured using an inverted light microscope. Colonies were stained with 0.005% crystal violet and counted, and the average area of each replicate was calculated using the ImageJ software (ImageJ, National Institutes of Health, Bethesda, MD, USA) and plotted. Each experiment was repeated at least two times. Athymic nude (NCr nu/nu) female mice (6 weeks of age) were injected subcutaneously with cells expressing various shRNA or shRNA and cDNA combinations as described in the text and shown in figures. Mouse number per group were determined based on power analysis. Tumor volume was measured every week and was calculated using the formula: length × width^2^ × 0.5. All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at Yale University.

### Wound-healing assay

For the wound-healing assay, 5 × 10^5^ ovarian cancer cells were seeded in each well of a 12-well plates. Cells were cultured until they reached 85% confluence at 37 °C in a humidified atmosphere of 5% CO_2_. A wound was made by scratching the monolayer with a sterile micropipette tip. Plates were then washed two times with 37 °C phosphate-buffered saline (PBS) for ~30 s each to remove floating cells, followed by the addition of fresh culture medium. The region of the wound was marked on the outer surface of the bottom of the plate, and four fields were photographed for each wound and plate at time 0 using an inverted light microscope. The same wound fields were photographed again on day 4.

### Invasion assay

The invasion assay was carried out in a BioCoat Growth Factor Reduced Matrigel Invasion Chamber (BD Biosciences, San Jose, CA, USA; cat. no. 354483) using ovarian cancer cells carrying nonspecific or *SHMT1* shRNAs. Briefly 5 × 10^4^ cells/insert were seeded in triplicate in low-serum medium after 6 h of serum starvation. The cells were allowed to migrate towards serum-rich medium in the bottom well for 20 h. The number of cells migrating through the Matrigel was quantified by imaging after DAPI (4',6-diamidino-2-phenylindole) staining; 8–12 fields per membrane were counted, and quantification of nuclei was performed using the ImageJ software (NIH).

### Treatment of cells with Neu5Ac and sialic acid-blocking glycomimetic P-3Fax-Neu5Ac

To measure IL-6 and IL-8 levels after Neu5Ac treatment, 3 × 10^5^ ovarian cancer cells were seeded in each well of a 6-well plate. After reaching 85% confluence, the cells were washed with PBS for 30 min followed by replacement of PBS with serum-free Opti-MEM containing either Neu5Ac (10 mM) or vehicle (1 × PBS) and incubated for 2 h. Cells were harvested and total RNA was prepared using TRIzol (Invitrogen) as recommended by the supplier and used for RT–qPCR as described above. To measure IL-6 and IL-8 after P-3Fax-Neu5Ac treatment, 2 × 10^5^ ovarian cancer cells were seeded in each well of a 6-well plate and cultured for 24 h in complete medium. Cells were then treated for 3 days with Opti-MEM containing 23.1 μg/ml P-3Fax-Neu5Ac or vehicle control. After the treatment cells were harvested, and total RNA was prepared using TRIzol (Invitrogen) as recommended by the supplier and used for RT–qPCR as described above. For soft-agar assay with Neu5Ac supplementation, cells were treated with Neu5Ac (10 mM) two times weekly for 4 weeks. For soft-agar assay with P-3Fax-Neu5Ac treatment, cells were treated with 23.1 μg/ml P-3Fax-Neu5Ac two times weekly for about 4 weeks. Soft-agar assay and analysis was performed as described above.

### Statistical analysis

All experiments used three biological replicates. Results of individual experiments are expressed as mean±s.e.m. The significance between the mean values for each study was evaluated by two-tailed unpaired Student’s *t*-test. GraphPad Prism version 6.0 h for Macintosh (http://www.graphpad.com) was used for all the analyses.

## Figures and Tables

**Figure 1:**
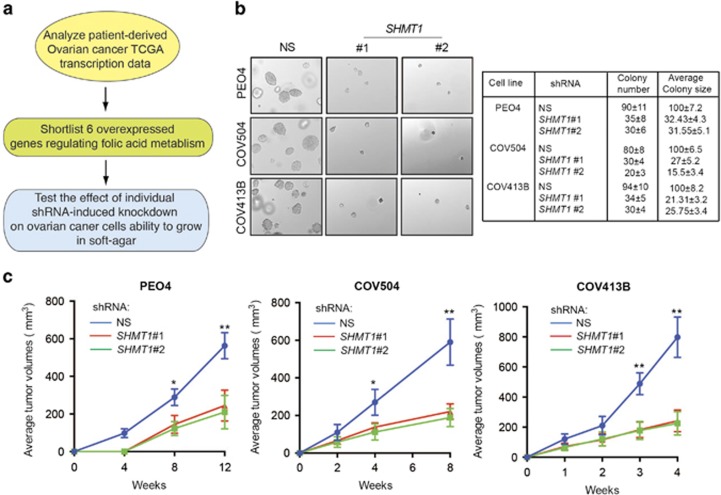
SHMT1 is necessary for ovarian cancer tumor growth. (**a**) Schematic diagram showing the functional validation pipeline for identifying the metabolic genes promoting ovarian cancer tumor growth. (**b**) The indicated ovarian cancer cell lines expressing control nonspecific (NS) or *SHMT1* shRNAs were analyzed for their ability to grow in an anchorage-independent manner in a soft-agar assay. Representative soft-agar assay images are shown (left) and relative colony numbers and average colony size are shown (right). (**c**) The indicated ovarian cancer cell lines expressing NS or *SHMT1* shRNAs were subcutaneously injected into the flanks of athymic nude mice and analyzed for tumor-forming ability. Average tumor volumes at indicated time points (*n*=5) are shown for ovarian cancer cell lines PEO4, COV504 and COV413B. Data are presented as mean±s.e.m.; *P<0.05 and **P<0.005.

**Figure 2:**
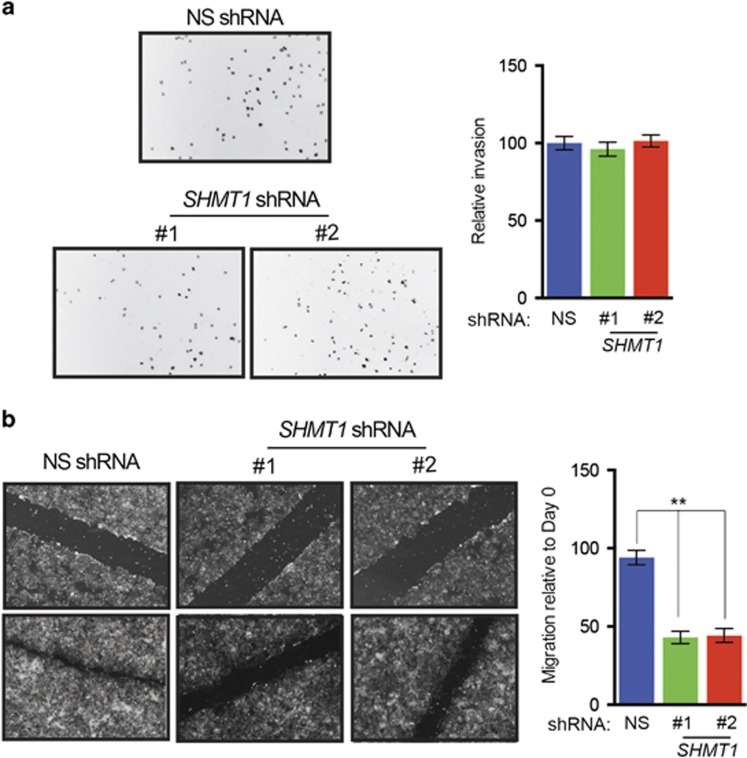
*SHMT1* knockdown inhibits ovarian cancer cell migration. (**a**) PEO4 cells expressing control nonspecific (NS) or *SHMT1* shRNAs were analyzed for invasive ability using Matrigel-based Boyden chamber assay. Representative images are shown (left) and quantitation is presented (right). (**b**) PEO4 cells expressing the indicated shRNAs were analyzed for migratory potential in a wound-healing assay. (Left) Representative images at days 0 and 4 are shown. (Right) Percent migration relative to day 0 is plotted. Data are presented as mean±s.e.m.; **P<0.005.

**Figure 3:**
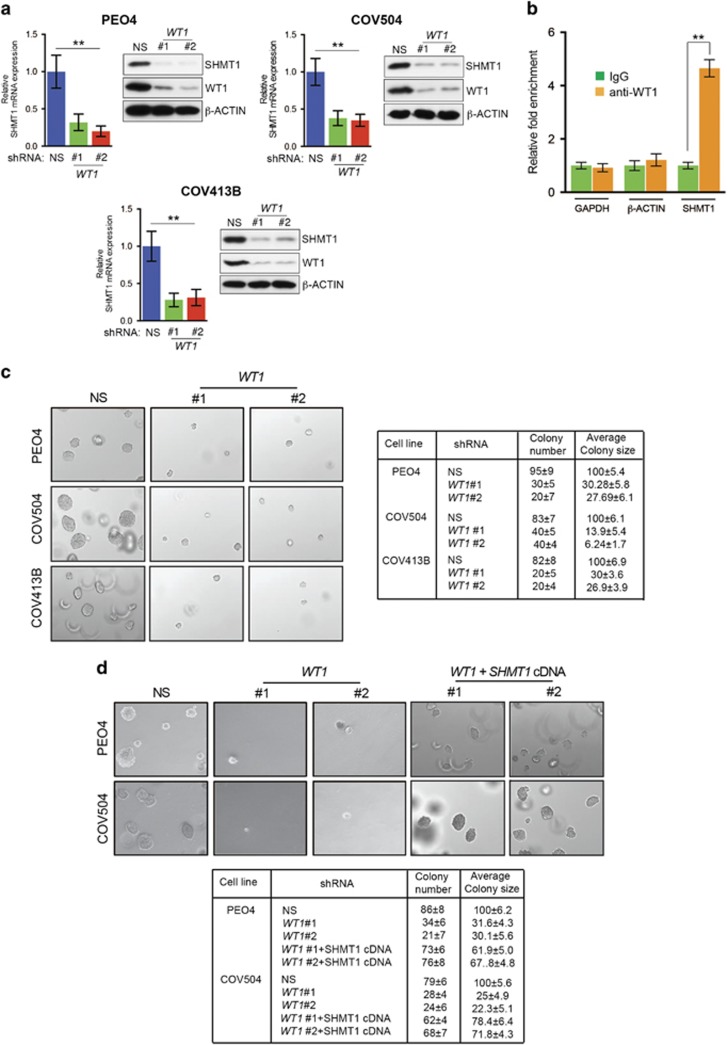
Transcription factor WT1 regulates *SHMT1* transcription in ovarian cancer cells. (**a**) RT–qPCR analysis of *SHMT1* mRNA expression and immunoblot analysis of WT1 and SHMT1 levels in the indicated ovarian cancer cell lines expressing either control nonspecific (NS) or *WT1* shRNAs. *SHMT1* mRNA level was normalized to that of β-ACTIN, and β-ACTIN served as a loading control on blots. (**b**) PEO4 cells expressing NS or *WT1* shRNAs were analyzed for WT1 protein enrichment on *SHMT1* promoter using chromatin immunoprecipitation assay. β-ACTIN and *GAPDH* promoter regions were used as negative controls. Percent WT1 enrichment relative to input for indicated conditions for each promoter locus (*SHMT1*, β-ACTIN and *GAPDH*) is shown. (**c**) PEO4, COV504, and COV413 cells expressing indicated NS or *WT1* shRNAs were analyzed for ability to grow in an anchorage-independent manner in a soft-agar assay. Representative soft-agar assay images are shown on left and relative colony numbers and average colony size are shown on right. (**d**) PEO4 cells expressing NS or *WT1* shRNAs with either an empty vector or *SHMT1* cDNA were analyzed for the ability to grow in an anchorage-independent manner in a soft-agar assay. Representative soft-agar assay images are shown on the left, and relative colony numbers and average colony size are shown on the right. Data are presented as mean±s.e.m.; **P<0.005.

**Figure 4:**
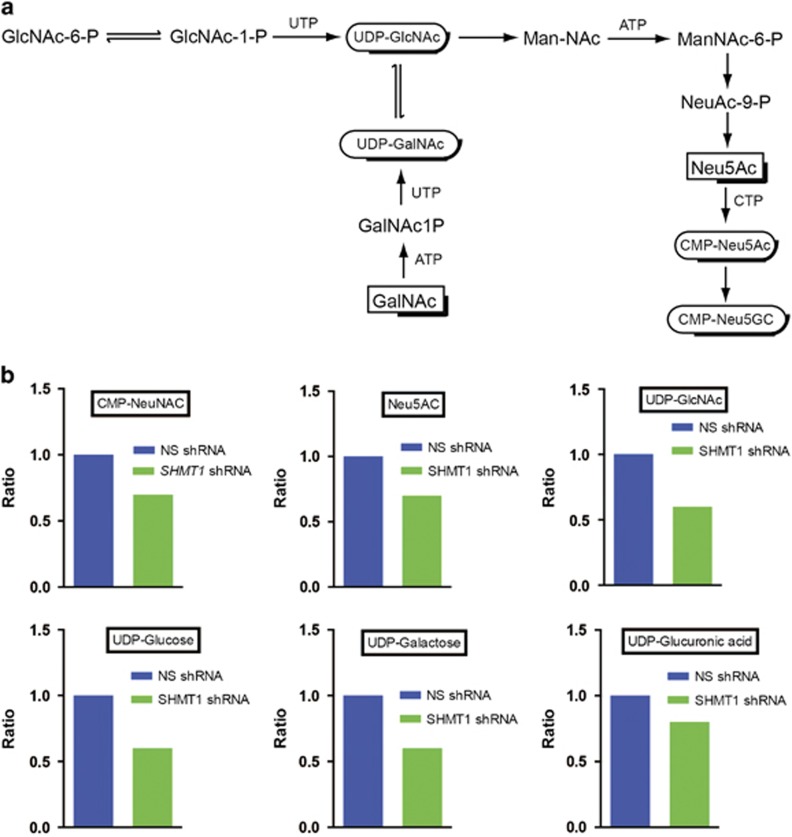
SHMT1 loss results in reduced amino sugar and nucleotide sugar metabolic pathway intermediates in ovarian cancer cells. (**a**) Key steps of the amino sugar and nucleotide sugar metabolic pathway. (**b**) Relative concentrations of indicated metabolites in *SHMT1* knockdown PEO4 cells compared with cells expressing nonspecific (NS) shRNA.

**Figure 5:**
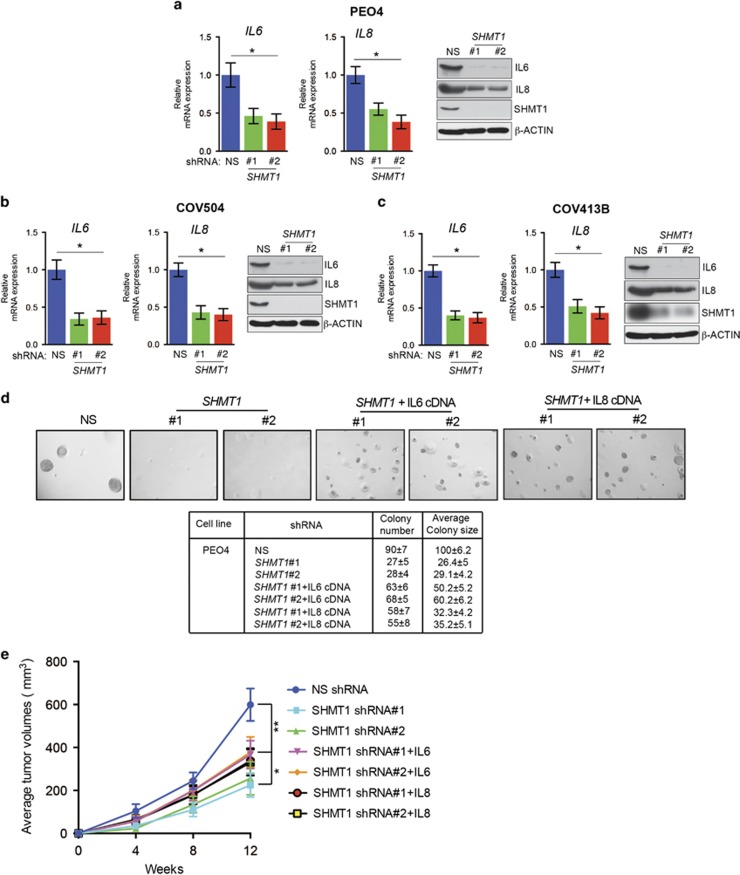
SHMT1 loss results in reduced levels of pro-oncogenic inflammatory cytokines that are necessary for SHMT1-mediated ovarian cancer growth. (**a**–**c**) PEO4 (**a**), COV504 (**b**) and COV413B (**c**) cells expressing control nonspecific (NS) or *SHMT1* shRNAs were analyzed for the expression of *IL-6* and *IL-8* mRNA by RT–qPCR (left) and of IL-6, IL-8, SHMT1 and β-ACTIN by immunoblotting (right). (**d**) PEO4 cells expressing NS or *SHMT1* shRNAs alone or expressing *IL-6* or *IL-8* cDNA were analyzed for anchorage-independent growth in a soft-agar assay. Representative images under indicated conditions (top) and colony number and size relative to those of cells expressing NS shRNA (bottom) are shown. (**e**) PEO4 cells expressing NS or *SHMT1* shRNAs alone or expressing *IL-6* or *IL-8* cDNA were injected subcutaneously into the flanks of athymic nude mice. Average tumor volumes (*n*=5) at indicated times are shown. Data are presented as mean±s.e.m.; *P<0.05 and **P<0.005.

**Figure 6:**
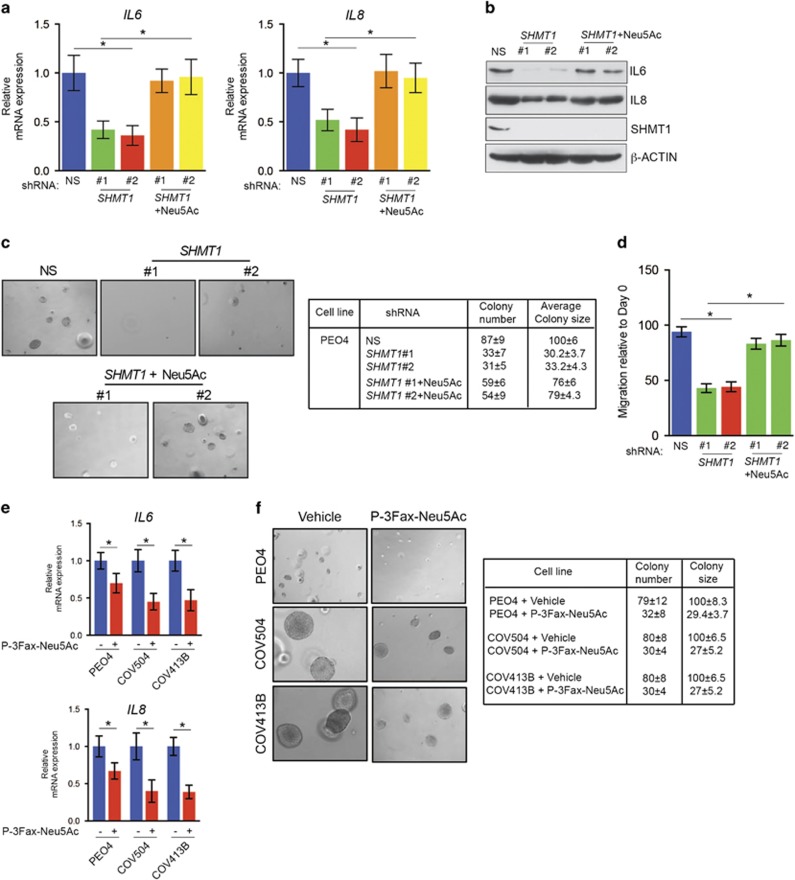
Neu5Ac supplementation stimulates IL-6 and IL-8 and rescues growth of SHMT1 knockdown ovarian cancer cells (**a**) and (**b**) PEO4 cells expressing indicated shRNAs without or with Neu5Ac were analyzed for expression of *IL-6* and *IL-8* mRNA by RT–qPCR (**a**) and of *IL-6*, *IL-8*, SHMT1 and β-ACTIN by immunoblotting (**b**). (**c**) PEO4 cells expressing indicated shRNAs without or with Neu5Ac were tested for the ability to grow in an anchorage-independent manner in a soft-agar assay. Representative images (top) and colony number and size relative to those of cells expressing nonspecific (NS) shRNA (bottom) are shown. (**d**) PEO4 cells expressing indicated shRNAs without or with Neu5Ac were tested for their ability to migrate in wound-healing assay. Migration on day 4 relative to that on day 0 under indicated conditions is shown. (**e**) Indicated ovarian cancer cells were treated with vehicle (1 × PBS) or Neu5Ac-targeting glycomimetic P-3Fax-Neu5Ac and analyzed for expression of *IL-6* and *IL-8* mRNA by RT–qPCR. Expression relative to that in control vehicle-treated cells is shown (**f**). Indicated ovarian cancer cells were treated with vehicle or P-3Fax-Neu5Ac and analyzed for ability to grow in an anchorage-independent manner in a soft-agar assay. Representative soft-agar assay images for indicated cell lines treated with vehicle or P-3Fax-Neu5Ac are shown (left) and relative colony number and average colony size are shown (right). Data are presented as mean±s.e.m.; *P<0.05.

**Figure 7:**
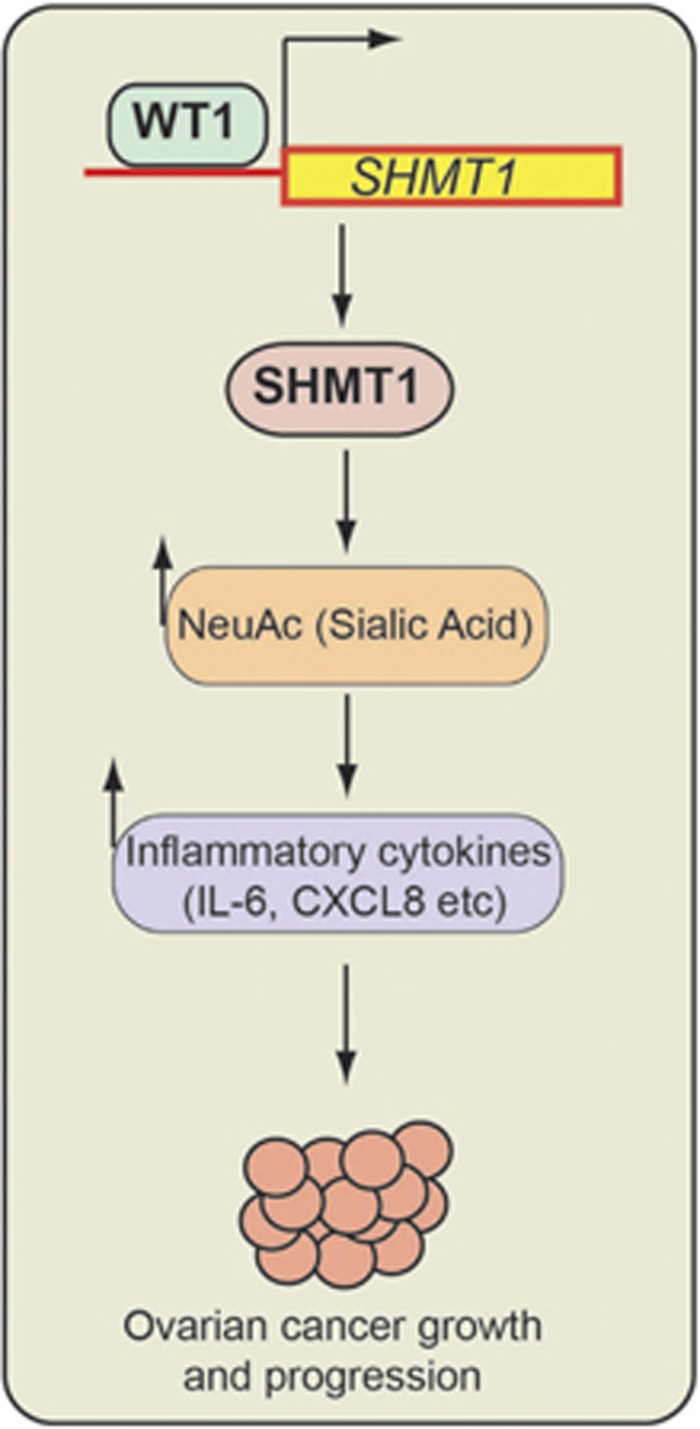
Model. SHMT1, by regulating nucleotide and amino sugar metabolism, regulates pro-oncogenic inflammatory cytokine expression through the sialic acid Neu5Ac, which in turn facilitates ovarian cancer cell growth and migration.

How the deposited data were processed for this re-analysis (not part of the article)

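Gene expression was measured on 6 Illumina HumanHT-12 arrays of PEO4 cells, 2 each with NS shRNA, SHMT1 shRNA F11 and SHMT1 shRNA F12. Arrays were assigned to groups by the sample labels. The authors processed the arrays in GenomeStudio and quantile-normalized them in lumi, which the submitters' processing notes name without a version, and deposited 1 intensity per probe and array on a linear scale. Whether a background correction was applied is not given in the sources used here. A second deposited table, of non-normalized signals with detection p-values, has 12 columns whose names match no sample label, and it was not used here. The design fixed before the data were examined had planned to normalize that signal and to filter on its detection p-values; the authors' normalized intensities were used instead, with a filter on intensity set after the files were seen and before any test was run.

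The deposited intensities were log2-transformed with no further normalization. The background was estimated from the distribution over all probes and arrays as its mode, 85.5, with the spread of the values below the mode. Probes above its 95th percentile, 91.6, on at least 2 of the 6 arrays were tested, 23004 of 47321. Of all probes, 44.9% exceeded it on each array. Probes were named from the platform annotation; 30112 probes had 1 gene symbol, 8 had several and 17201 had none, and among the tested probes these were 17256, 4 and 5744. Probes with several symbols or none were tested but not named, and 11 of the unnamed ones were lower and 0 higher in the averaged comparison. The tested probes held 12863 genes. The value of a gene is that of its tested probe with the highest mean over the 6 arrays.

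Differential expression was tested in limma 3.58.1 under R 4.3.3 with lmFit and eBayes (3 residual degrees of freedom, prior of 4.27), with contrasts of the averaged SHMT1 shRNAs, of F11 and of F12 against NS, and of F12 against F11. P-values are two-sided and adjusted by Benjamini-Hochberg over all tested probes, with a threshold of 0.05 and no fold limit, as in the paper's methods. A gene with probes passing in opposite directions is counted in neither. Where counts at an unadjusted p under 0.05 are given, about that share of unchanged probes is expected to pass too, so they are no estimate of the genes changed. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of at least 3 measured genes, at 1 probe per gene. With an estimated correlation none of the 5 lists called in the averaged comparison passed. The estimates were -0.0379 (matrix and migration), 0.0176 (cell cycle), 0.0218 (interferon response), 0.0731 (neurotrophins) and 0.165 (hypoxia and glycolysis). The first lay below the preset 0.01, so these losses cannot all be put down to correlation between genes. Comparisons that share the NS arrays were set beside 100 simulated sets of unchanged groups. The 2 NS arrays were not split between the shRNAs.

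MX1, OAS2, OAS3, IFI6, LDHA and the genes marked so in the text were named after their values were seen. The other named genes were fixed by rule before the data were examined. They are the genes the paper names for PEO4 cells or these arrays, the 12 largest rises and 12 largest falls in the averaged comparison among called genes with all 4 SHMT1 shRNA arrays on the same side of both NS arrays, up to 4 members of each list with the lowest adjusted p, and the 5 genes with the lowest adjusted p between F12 and F11. Fewer values are given for list members that did not pass. The 20 lists cover one-carbon, serine, nucleotide, amino sugar and sialic acid metabolism, cytokines and IL-6 signalling, interferon response, cell cycle, p53, the unfolded protein response, matrix and migration, the Mullerian epithelium, sterol synthesis, hypoxia and glycolysis, neurotrophins, markers of fibroblasts, leukocytes and endothelium, and reference genes.

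The fit was tested on simulated arrays with 200 of 23004 probes changed. For the averaged comparison, 84% of changes of 0.5 on the log2 scale were recovered, and all of those of 1 or more, with 12 false calls among 204. A list shifted in simulation was called and an unshifted one was not. Alternatives were no filter, a stricter filter, background correction by normexp with an offset of 16, the replicate number as a block, eBayes with an intensity trend and robust estimation, the 4 SHMT1 shRNA arrays as 1 group, only the compared groups, a 1.5-fold limit, unadjusted p-values, counts of probes, each array left out, camera with an estimated correlation and fry. The stricter filter, the normexp correction and the list tests for single shRNAs and between them were chosen after seeing the data. The number of arrays limits the precision, and no depth applies to arrays.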

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

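All tests of explanations below were chosen after the results were seen, and the list tests between the shRNAs were added after seeing the data; the comparison of F12 with F11 was planned. Values that the 2 SHMT1 shRNAs gave differently in that comparison, or that rose in genes the paper does not discuss, are given here.

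With F12, 493 genes were higher and 559 lower than with F11. REG3G, a secreted lectin, was higher with F12 than with F11 by 2.01 on the log2 scale (adjusted p = 7.37e-05 from limma), having fallen with F11 and risen with F12 against NS. PTPRR, a tyrosine phosphatase, was higher by 1.57 (2.66 after normexp), with the same opposite changes. SCD, the stearoyl-CoA desaturase, had a log2 difference of -1.72 and HP, haptoglobin, one of -1.59, and both had risen with F11 and fallen with F12. SFRP1, an inhibitor of WNT signalling, had a log2 difference of -1.46. SHMT1 was 0.47 higher with F12 at its brightest probe (adjusted p = 0.0197, and 0.141 and 0.157 without F12 replicate 1 or F12 replicate 2), CXCL8 had a log2 difference of -0.69 (adjusted p = 0.0614 without F12 replicate 1), and TFAP2A was 0.40 higher with F12 (adjusted p = 0.0308, above 0.05 without any array except F11 replicate 2, where it was 0.0169, and 0.0567 with only these 2 groups compared and 0.0589 after normexp), while at the second bright TFAP2A probe the difference was 0.21 and did not pass (adjusted p = 0.226).

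By list, interferon-stimulated genes were lower with F12 than with F11 (camera adjusted p = 7.75e-08, and adjusted p = 0.262 with an estimated correlation), with 12 of 32 measured genes lower and 2 higher (18 and 2 when adjusted over the list alone). MX1 was one of them, at 0.37 with F11 and -0.61 with F12 against NS. Hypoxia and glycolysis genes were higher with F12 (camera adjusted p = 1.38e-05, and adjusted p = 0.366 with an estimated correlation), with 7 of 21 higher and 1 lower (12 and 2 over the list alone), among them SLC2A1 and SLC2A3. Inflammatory cytokines and NF-kB targets were lower with F12 (camera adjusted p = 0.00580, and adjusted p = 0.366 with an estimated correlation), with 10 of 28 lower and 1 higher (11 and 2 over the list alone). That list holds IL6 and CXCL8, which the paper picked on these samples. Matrix and migration genes were higher with F12 (camera adjusted p = 0.0106, and adjusted p = 0.366 with an estimated correlation), with 8 of 25 higher and 2 lower (10 and 7 over the list alone), among them VIM and PLAU.

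In genes outside the paper's discussion, GFRA2 rose by 1.36 and KCNF1 by 0.76 on the log2 scale averaged over both shRNAs. The KCNF1 call was lost without NS replicate 1 (adjusted p = 0.0809) and without NS replicate 2 (adjusted p = 0.0682). With the 4 SHMT1 shRNA arrays as 1 group neither passed (adjusted p = 0.260 for GFRA2 and 0.921 for KCNF1).

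The 2 shRNAs thus differed from each other in 1052 genes, more than the 488 with F11 and 117 with F12 against NS. A weaker SHMT1 knockdown with F12, which SHMT1 itself shows, would put F12 between NS and F11 and the 1052 at or below the 488. The 1052 lay above it, so a weaker knockdown does not give the whole pattern. The order of the 2 counts held with each array left out. The fits without an NS array favoured that order, as they left F11 to be compared with a lone NS array. Setting the 1052 beside the 488 also restates the pattern that raised the question, so it is not an independent test. This comparison was taken up only after 2 other measures, the 26 genes that passed in opposite directions with the 2 shRNAs, a count that rests on F12 calls (2 without NS replicate 1 and 0 without NS replicate 2 or either F12 array, where 145 to 201 were opposite in limma at an unadjusted p under 0.05, and 32 and 33 without F11 replicate 1 or F11 replicate 2), and the 53.8% (46.7% to 60.8% with 1 array left out) of the 593 probes called with F11 that had the same sign with F12, neither of which decides. A single outlying array goes against the same counts, as the lowest, 199, was still above the 173. Effects of each shRNA on other transcripts, a separate origin of the cell populations, and array batches, which the labels used here do not name, were not tested and stay open.

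With F12 SHMT1 mRNA was at 80.6% of the NS level and did not pass, while the immunoblots of the paper show the protein lost with both shRNAs. Background in the signal would compress the fold change, but after a background correction chosen after seeing the data the log2 fold change with F12 was -0.35 (standard error 0.128), or 78.2% of the NS level, far from a loss. F12 against NS called 117 genes, against at most 3 in 100 simulated sets that carry only the replicate spread, and 12, 0, 0 and 1 without NS replicate 1, NS replicate 2, F12 replicate 1 or F12 replicate 2 (950 higher and 807 lower, and 527 and 513, in limma at an unadjusted p under 0.05 for the counts of 0) and 241 without either F11 array, while without an NS or F12 array CXCL8 with F12 kept log2 fold changes of -1.06 to -1.13 (adjusted p from 0.0553 to 0.121) and TFAP2A of -0.79 to -0.92 (adjusted p from 0.0903 to 0.150), against -1.10 and -0.86 with all arrays (adjusted p = 0.00381 and 0.00847). The 117 calls and the changes of CXCL8 and TFAP2A go against the arrays labelled F12 holding the NS shRNA cells of the NS arrays. The unadjusted counts also hold unchanged genes and are not used for this. The replicate spread may be technical, so a separate population of NS shRNA cells stays open. However, the paper reports IL-6 and IL-8 mRNA lower after SHMT1 loss in PEO4 cells by RT-qPCR (Figure 5a), as the arrays labelled F12 have CXCL8. Differences in the time of harvest from the cells blotted, and loss of the protein without loss of the mRNA, were not tested.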

How the results depend on the processing

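The normexp correction and the stricter filter were chosen after seeing the data, and the other settings before. The planned background correction by neqc, median centring and a fit without between-array normalization were not run, since they need the table not used here, and its detection p filter was replaced. The fold change direction of SHMT1, IL6, CXCL8, BDNF and TFAP2A, averaged, was kept under all 12 alternatives run for them. This is little evidence, as most of these could not turn it. The filters, the block, the trend and the single group leave the fold change itself as it is. Leaving out 1 array could not turn it either, as all 4 SHMT1 shRNA arrays lay below both NS arrays for each gene. The log2 fold changes of the 5 genes, with 1 array left out, ranged from -0.61 to -0.49 (SHMT1), -0.54 to -0.48 (IL6), -0.81 to -0.70 (CXCL8), -0.62 to -0.48 (BDNF) and -1.10 to -1.01 (TFAP2A), and after normexp they were -0.64, -0.82, -0.80, -0.76 and -1.18. With the 4 SHMT1 shRNA arrays as 1 group all 5 calls were lost at unchanged fold changes of -0.55, -0.51, -0.75, -0.55 and -1.05 (adjusted p = 0.740, 0.274, 0.740, 0.370 and 0.122), as the difference between the shRNAs then enters the spread, and 7 genes were lower and 0 higher (505 lower and 482 higher in limma at an unadjusted p under 0.05). With an intensity trend and robust estimation 103 genes were lower and 59 higher, averaged; with no filter 68 were higher with F12; with the normexp correction 4 were higher with both shRNAs. Leaving out 1 array of the third group gives the same test as comparing only 2 groups. With only the 2 groups compared, 83 were lower and 90 higher with F11, and 140 and 101 with F12. F12 thus called more genes than F11 here, so the order of the main counts depends on the shared spread. The SD across probes of the replicate difference was 0.126 (NS), 0.158 (F11) and 0.105 (F12), so the groups' spreads were unequal. Whether this accounts for the changed counts was not tested.

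At 1.5-fold or more, 18 genes were lower and 7 higher averaged, 58 and 58 with F11, 42 and 15 with F12, 10 and 1 with both, and between F12 and F11 99 were higher and 125 lower, fewer by construction. At an unadjusted p under 0.05, these were 841 and 977, 1224 and 1458, 931 and 1025, 243 and 212, and 1620 and 1785. With the replicate block, 19 were higher averaged, 160 lower and 156 higher with F11, 40 and 24 with F12, and 19 and 2 with both. The block also ended the F11 call of CXCL8 (adjusted p = 0.0745), the F12 to F11 difference of TFAP2A (0.0542) and the averaged calls of PALM, CA12, PYCR1, AFF3, PLAU, KRT7 and KLK7 (0.0557 to 0.0904). Replicate differences correlated between groups at 0.455 (NS and F11), -0.291 (NS and F12) and -0.310 (F11 and F12). The signs were mixed, so the replicate numbers as given show no consistent pairing. With the 2 F12 numbers exchanged each of these correlations would be positive, so a pairing of the arrays in that order stays open. No fit in that order was run. The fits without the block and the simulated sets treat the replicates as independent, which these correlations do not show. With 1 array left out, the counts ranged from 0 to 127 lower and 1 to 82 higher averaged, 41 to 287 lower and 40 to 294 higher with F11, 0 to 140 and 0 to 101 with F12, 0 to 43 and 0 to 13 with both, and between F12 and F11 from 92 to 651 higher and 103 to 779 lower, where counts of 0 stood at 93 to 950 at an unadjusted p in limma. A lone array was assumed to vary like the other groups, and 1 fewer residual degree of freedom remains. Of the lists, 5 passed in camera, 5 to 6 with 1 array left out, 0 with an estimated correlation and 3 in fry, which tests whether a list's genes move on balance one way. ST8SIA5, SOX17, NTF4, COL1A2, CD79A, CD2, ERG and TIE1 gave no value under the stricter filter. Arrays have no depth; at probes near the background a decrease is hidden.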

Differences from the paper's values

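The paper reports 9 genes higher after SHMT1 knockdown, against 29 in the averaged comparison here, at the paper's stated threshold of an adjusted p of 0.05 in limma; its text does not name how the 2 shRNAs were combined or what filter was used. Of the alternatives set before the data were examined, a 1.5-fold limit gave 7, within 1.5 times of the paper's count, but 18 lower genes, which is not within 1.5 times of the paper's. No filter (36), the replicate block (19), an intensity trend with robust estimation (59), the 4 SHMT1 shRNA arrays as 1 group (0), an unadjusted p (977), counts of probes (30) and each array left out (from 1 to 82) did not, nor did the stricter filter (24) and the normexp correction (42), both chosen after seeing the data. With each shRNA at the same probe, 7 genes were higher and 29 lower. With no filter, an alternative set before the data were examined, that overlap was 9 higher and 32 lower. Both of these counts lie within 1.5 times of the paper's. The paper's count of lower genes, 46, lies within 1.5 times of the 58 found here.

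The paper states that TFAP2A expression rises with SHMT1 knockdown. On these arrays its log2 fold change was -1.05 averaged (adjusted p = 0.00235), with intensities of 851 and 904 in NS shRNA cells, 350 and 388 with F11, and 508 and 463 with F12. No alternative gave a positive change, the highest being -1.01. As every SHMT1 shRNA array lay below both NS arrays, leaving out an array could not have given one. For BDNF, IL6 and CXCL8 the averaged changes here, -0.55, -0.51 and -0.75, have the direction the paper states.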

Other observations

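The tests of explanations for TFAP2A were chosen after its values were seen, and the list tests for F11 and F12 alone after seeing the data; the lists were fixed before. None of the lists of folate, serine, nucleotide, amino sugar, sialic acid and sterol metabolism passed as a whole in the averaged comparison. Among 26 measured genes of folate and one-carbon metabolism, SHMT1 fell and the rest did not pass (1 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.728), with log2 fold changes of 0.34 for AHCY (adjusted p = 0.0956), 0.14 for GART (adjusted p = 0.578), 0.11 for ATIC (adjusted p = 0.517) and -0.22 for GGH (adjusted p = 0.520). In the averaged comparison no gene passed in limma over all probes among 11 of serine synthesis and transport (camera adjusted p = 0.728; 1 higher and 1 lower at an unadjusted p under 0.05, and 1 fell when adjusted over the list alone), 27 of purine and pyrimidine synthesis (0.212; 2 and 1, and 0 over the list alone), 32 of amino sugar, nucleotide sugar and sialic acid synthesis (0.494; 3 and 3, and 0), 17 sialyltransferases and sialidases (0.728; 1 and 0, and 1 rose over the list alone) and 17 of sterol synthesis (0.946; 1 and 1, and 0). CMAS, the synthetase that activates sialic acid, had a log2 fold change of -0.06 (adjusted p = 0.838), and WT1 one of 0.18 (adjusted p = 0.520). With F11 the glycine decarboxylase GLDC and AHCY rose by 0.64 and 0.39, and the serine synthesis enzyme PSAT1 fell by 0.56. Over the list alone 4 rose and 1 fell in the folate list and 1 fell in the serine list. The GLDC and PSAT1 calls were lost without either NS array (adjusted p from 0.0597 to 0.0922), and the AHCY call without any array except F11 replicate 1 (adjusted p from 0.0965 to 0.230). Of the amino sugar list PGM1 fell with F11 (-0.53, adjusted p = 0.0167, and 0.0614 to 0.129 without either NS array or either F12 array; 1 rose and 4 fell over the list alone), and ST6GALNAC4 rose with F11 by 0.57 at 1 of its 3 probes and by 0.63 at another (for the first adjusted p = 0.00556, and 0.0588 and 0.0570 without NS replicate 1 or NS replicate 2; 1 rose and 1 fell over the sialyltransferase list alone). With F12 no gene of these 2 lists passed in limma (3 higher and 2 lower, and 1 and 1, at an unadjusted p under 0.05, and 0 over each list alone). Between the shRNAs HK2, NAGK, PGM1 and UGP2 were higher and HK1 lower with F12, UGP2 at 1 of its 4 probes and HK1 and HK2 at 1 of 2 (4 and 1 over the list alone; camera adjusted p = 0.0514), of which PGM1 alone held without each array, HK1 held only without F11 replicate 2, and the other 3 were lost without either F12 array (adjusted p from 0.108 to 0.170), HK2 and NAGK also without F11 replicate 1 (adjusted p = 0.0542 and 0.0597). PGM1, HK2 and NAGK are named after their values were seen.

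Interferon-stimulated genes were lower in the averaged comparison as a list (camera adjusted p = 2.44e-11, and adjusted p = 0.155 with an estimated correlation), although none of 32 passed in limma over all probes (18 were lower and 0 higher at an unadjusted p under 0.05, and 16 fell when adjusted over the list alone). RSAD2 had a log2 fold change of -0.42 (adjusted p = 0.0638, and 0.0216 with an intensity trend and 0.0451 after normexp). With F12, 7 fell (18 over the list alone), which include OAS2, OAS3 and IFI6, and the list's median was -0.31 (camera adjusted p = 6.06e-20, and adjusted p = 0.0677 with an estimated correlation). With F11 its median was 0.00328, 1 rose and 3 fell (6 and 6 over the list alone), and the list did not pass (camera adjusted p = 0.877). Of 21 measured hypoxia and glycolysis genes, ADM and SLC2A3 fell (8 fell and 1 rose when adjusted over the list alone; camera adjusted p = 0.000817, and adjusted p = 0.491 with an estimated correlation and 0.124 in fry), and with F11 also LDHA, PGK1 and SLC2A1 (9 over the list alone; camera adjusted p = 2.10e-06, and adjusted p = 0.332 with an estimated correlation). With F12 ADM and SLC2A3 fell and PKM rose (5 and 1 over the list alone; PKM is named after its value was seen), 13 of 21 had a positive log2 fold change, and the list did not pass (median 0.0754, with camera's direction lower, adjusted p = 0.856). Of 25 matrix and migration genes, the urokinase PLAU and, at 1 of its 2 probes, VIM fell (4 fell when adjusted over the list alone; camera adjusted p = 0.00342, and adjusted p = 0.275 with an estimated correlation); PLAU was at 48.5% of NS with F11 and 99.4% with F12, and that VIM probe had -0.93 with F11 (adjusted p = 0.00144) and 0.06 with F12 (adjusted p = 0.792; difference 0.99, adjusted p = 0.000458). As a list these genes were lower with F11 (camera adjusted p = 0.000899, and adjusted p = 0.332 with an estimated correlation) and did not pass with F12 (camera adjusted p = 0.856). In the averaged comparison none of 33 cell cycle genes passed in limma, over all probes or the list alone, and 7 were higher and 0 lower at an unadjusted p under 0.05, yet the list was higher (camera adjusted p = 0.00297, and adjusted p = 0.275 with an estimated correlation and 0.0698 in fry), with camera adjusted p = 0.00281 for F11 (adjusted p = 0.332 with an estimated correlation) and 0.250 for F12. With F11 AURKA and BIRC5, each at 1 of its 2 probes, rose by 0.35 and 0.40 (2 over the list alone), the AURKA call being lost without any 1 array (adjusted p from 0.0564 to 0.240) and the BIRC5 call without any except F11 replicate 1 (adjusted p from 0.0899 to 0.221); with F12 none passed in limma (3 higher and 0 lower at an unadjusted p under 0.05, and 0 over the list alone), and AURKA, named after its values were seen, was lower than with F11 (-0.45, adjusted p = 0.0119, and 0.121 and 0.0744 without F12 replicate 1 or F12 replicate 2). Of 21 genes of the Mullerian epithelium, averaged, KRT7 and KLK7 fell by 0.42 and 0.41 and SOX17 rose (6 fell and 3 rose over the list alone; camera adjusted p = 0.728), with SOX17 at background with NS shRNA and F12 and at least 2.18-fold higher with F11. With F11 KLK6, KLK7, KLK8, KRT7 and KRT8 fell and SOX17 rose (5 and 5 over the list alone). With F12 MUC16 fell (1 over the list alone). Between the shRNAs 4 were higher and 4 lower with F12. KLK6, KRT8 and MUC16 are named after their values were seen. The calls of KLK6, KLK8, KRT8 and MUC16 were lost without either NS array. KRT7 and KLK7 fell with F11 by 0.59 and 0.70. With F12 they did not pass (-0.25, adjusted p = 0.203, and -0.11, adjusted p = 0.553). Both were higher with F12 than with F11 (adjusted p = 0.0237 and 0.00280). The F11 call of KRT7 was lost without NS replicate 1 (adjusted p = 0.0555), and its difference without F11 replicate 1 or either F12 array (adjusted p from 0.0628 to 0.183). These averaged calls of ADM, PLAU, KRT7, KLK7 and SOX17 held in 2 of the 6 fits with 1 array left out, those without an F11 array, and none held with the 4 SHMT1 shRNA arrays as 1 group (adjusted p from 0.122 to 0.955). KRT7 and KLK7 were also lost after normexp (adjusted p = 0.0925 and 0.117).

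In the averaged comparison no gene passed in limma among 19 p53 targets (camera adjusted p = 0.848; 2 higher and 1 lower at an unadjusted p under 0.05, and 0 over the list alone), 23 of the unfolded protein response (0.440; 1 and 1, and 0), 11 fibroblast and mesothelial markers (0.728; 2 and 1, and 1 rose and 1 fell over the list alone), 6 leukocyte markers (0.971; 1 and 1, and 1 fell over the list alone) and 11 reference genes (0.212; 2 and 1, and 1 rose over the list alone), ACTB and GAPDH at 0.16 (adjusted p = 0.457) and 0.09 (adjusted p = 0.791) among the latter. Only 2 endothelial markers were measured, too few for camera, and in the averaged comparison neither passed, at an adjusted or an unadjusted p. With F11, 1 of them fell at an unadjusted p under 0.05 in limma and over the list alone. Between F12 and F11, TIE1 was higher with F12. With F11 alone ZMAT3 of the p53 targets rose (2 rose and 1 fell over the list alone), LRRN4 and TAGLN of the fibroblast and mesothelial markers fell (2 rose and 2 fell over the list alone), and of the reference genes SDHA rose and PGK1 fell (1 and 1 over the list alone). With F12 CD14 of the leukocyte markers fell (1 over the list alone). Of these TAGLN passed at both its probes, and the others at 1 of 2 or, for ZMAT3, of 3. ZMAT3, LRRN4 and PGK1 are named after their values were seen. TAGLN was lost without NS replicate 1 (adjusted p = 0.0826), CD14 and ZMAT3 without either NS array or either F12 array (adjusted p from 0.141 to 0.331 and from 0.0503 to 0.0907), PGK1 without any array except F11 replicate 1 (adjusted p from 0.0736 to 0.193), and LRRN4 and SDHA without any 1 array (adjusted p from 0.0540 to 0.175). Between F12 and F11, 4 of the 19 p53 targets were higher and 3 lower (4 and 4 over the list alone). Fold changes with F11 and F12 correlated across probes at 0.158, below the 0.499 that shared NS arrays gave in simulated unchanged groups, and their covariance was 0.00297 against 0.00317, a difference of -0.000207; probes are not independent replicates.

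TFAP2A was lower with both SHMT1 shRNAs, against the direction the paper states. An exchange of NS and SHMT1 shRNA arrays in the labels would make SHMT1 higher on the arrays labelled SHMT1 shRNA, but its averaged log2 fold change was -0.55 (standard error 0.0703). A single faulty probe would leave the second bright TFAP2A probe without a change, but it had -0.97 (standard error 0.0726). A difference between these arrays and other measurements of TFAP2A was not tested, and no biological explanation was tested.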
